# Strategy of Transcription Regulation in the Budding Yeast

**DOI:** 10.1371/journal.pone.0000250

**Published:** 2007-02-28

**Authors:** Sagi Levy, Jan Ihmels, Miri Carmi, Adina Weinberger, Gilgi Friedlander, Naama Barkai

## Abstract

Cells must adjust their gene expression in order to compete in a constantly changing environment. Two alternative strategies could in principle ensure optimal coordination of gene expression with physiological requirements. First, characters of the internal physiological state, such as growth rate, metabolite levels, or energy availability, could be feedback to tune gene expression. Second, internal needs could be inferred from the external environment, using evolutionary-tuned signaling pathways. Coordination of ribosomal biogenesis with the requirement for protein synthesis is of particular importance, since cells devote a large fraction of their biosynthetic capacity for ribosomal biogenesis. To define the relative contribution of internal vs. external sensing to the regulation of ribosomal biogenesis gene expression in yeast, we subjected *S. cerevisiae* cells to conditions which decoupled the actual vs. environmentally-expected growth rate. Gene expression followed the environmental signal according to the expected, but not the actual, growth rate. Simultaneous monitoring of gene expression and growth rate in continuous cultures further confirmed that ribosome biogenesis genes responded rapidly to changes in the environments but were oblivious to longer-term changes in growth rate. Our results suggest that the capacity to anticipate and prepare for environmentally-mediated changes in cell growth presented a major selection force during yeast evolution.

## Introduction

Cellular functionality is tightly coupled to the external environment. The type of nutrients available defines the internal metabolic flow, while their abundance often limits the rate of biomass production and energy available for growth. An abundance of toxins impede upon various aspects of cellular machinery, including metabolic capacity, protein stability or DNA integrity. Over evolutionary time scales, cells may encounter virtually endless environmental states at widely different frequencies. Maintaining optimal functionality in the presence of such external variability is a central evolutionary constraint.

Gene expression plays a central role in the adaptation to changing conditions. Studies in the budding yeast *S. cerevisiae*, for example, have shown that cellular transcription program is dramatically modified by changes in nutrient availability, growth conditions, temperature, and a variety of other environmental condition tested.

How do cells coordinate their gene expression with varying environments? One strategy is to use feedback mechanisms, which directly link gene expression with internal needs. Within such strategy, internal variables, such as the rate of biomass production or the internal pools of nutrients or energy, feedbacks to properly tune gene expression with the corresponding functional needs. Cells then respond directly to the relevant functional parameter that needs to be monitored, regardless of the specific external perturbation that may have altered this parameter. The primary advantage of such internal feedback strategy is the capacity to ensure optimality of response under a wide diversity of external conditions. It may limit, however, the speed of the response since environmental changes will alter internal characters (*e.g.* growth rate) only after a delay (*e.g.* when the intracellular pool of nutrient is diminished).

An alternative strategy for coordinating gene expression with physiological requirements is to infer the expected physiological state from the external environment. This can be done using evolutionary-tuned signaling pathways. For example, in yeast, the TOR and the PKA pathways sense the source and availability of carbon and nitrogen and regulate the expression levels of multiple gene groups [1]–[3]. In principle, the information received by those signaling pathways could coordinate gene expression with the expected growth rate at the specific level of nutrients available. Such a strategy can be used to optimize the speed of the response. It is likely, however, to limit the range of environments that can be properly recognized. In particular, it will hinder optimal response to newly encountered situations.

The need to coordinate gene expression with internal state is best exemplified in the case of ribosomal biogenesis. In rapidly growing yeast cells, the synthesis of ribosomes accounts for the cell's single largest expenditure of biosynthesis energy. With the need to produce ∼2000 ribosomes every minute, 60% of total transcription is devoted to ribosomal RNA. Similarly, 50% of RNA polymerase II transcription, as well as 90% of mRNA splicing, are devoted to ribosomal protein [4]. Over 150 non-ribosomal genes are involved in various aspects of ribosomal RNA processing or transport [5]. Tight coordination of ribosomal biosynthesis with the requirement for protein translation is thus needed to maintain efficient utilization of biosynthesis resources. Indeed, the number of ribosomes in yeast cells appears to be linked to cell size and growth rate [6], [7]. Similarly, tumor cells often express high levels of ribosome and other translation related factors, in accordance with their elevated growth rates [8], [9].

In bacteria, the rate of ribosome synthesis increases approximately with the square of the growth rate [10]. Underlying this growth-dependent control are well-studied examples of regulation by an internal-feedback. The purine nucleotide (ATP and GTP), whose concentration reflect the nutritional state as well as the translational activity of the cell, play a key role in this regulation. In fact, purine NTP levels directly regulates rRNA transcription [11]–[14], and thus determine the rate of ribosomal biogenesis. An additional layer of regulation by internal feedback is provided by the stringent response, which is induced by uncharged tRNA. Uncharged tRNAs accumulate when the internal level of amino-acids is not sufficiently to support the rate of protein synthesis. In those instances, the stringent response feedbacks to repress the transcription of genes associated with the translational apparatus, including tRNAs, rRNAs, ribosomal proteins, translational factors, and synthetases [15]–[17].

Growth-rate dependent control of gene expression was implied also in the regulation of gene expression in the budding yeast [18]. The dependence of gene expression on growth rate was characterized most comprehensively using continuous chemostat cultures growing at steady state [18]. A large multitude of genes exhibited an expression pattern that was strongly correlated with growth rate. In particular, ribosomal biogenesis gene expression increased with increasing growth rate, whereas the expression of stress-related genes decreased. Based on the genomic distribution of growth-correlated genes, it was suggested that growth-rate dependence is achieved through replication-mediated changes in chromatin modification [18]. In the context of the internal vs. external regulatory strategies discussed above, however, the interpretation of the observed correlations is difficult, since changes in growth rate necessarily involved change in the amount of the limiting factor (glucose) in the medium. Gene expression was measured at steady state, and, at least formally, it may be that expression levels were tuned by the external glucose concentration, according to the evolutionary-expected growth rate, rather than as feedback by the growth-rate itself.

More generally, since under most conditions the actual and environmentally-expected states are compatible, it is difficult to discern whether gene expression is regulated predominantly by an internal feedback-mechanism, or whether it is tuned by an environmental signal based on its expected influence on the internal state. To try and overcome this limitation, we undertook two approaches. First, we set to measure gene expression under conditions that decouple the perceived environmental signal from its actual effect on cell growth. This was done by focusing on a specific mutant (*adh1*) which grows better on glycerol than on glucose. Under such conditions, environmental cues dominate, leading to increased level of ribosomal biogenesis gene expression in slowly-growing cells. Second, we examined the correlation between gene expression and growth rate during the dynamic response of chemostat grown culture to environmental changes. The focus on the dynamics, rather than the steady state behavior, allowed us to examine the relative timing of the two responses. Ribosome biogenesis gene expression responded rapidly to changes in the environments but was rather oblivious to longer-term changes in growth rate. Lack of correlation between growth rate and ribosomal biogenesis gene expression was also observed in a compendium of 196 deletion mutants, for which both growth rates and genome-wide expression profiles were reported [19]. Taken together, our results suggest that the apparent coupling of translation-related gene expression and growth rate is not causal, but reflects the evolutionary fine-tuning of signal transduction mechanisms. The capacity to recognize and prepare to conditions that may alter changes in growth rate was probably a major selection force during yeast evolution.

## Results

### Ribosomal biogenesis gene expression is highly responsive to changing environments

We analyzed the expression levels of genes involved in ribosomal biogenesis using an annotated database of over 1500 genome-wide expression profiles in *S. cerevisiae* [20]. Our previous studies had identified two groups of co-regulated genes involved in making the ribosome [20]–[22]. The first group includes genes that code for the ribosomal proteins (RP) themselves. The second group is composed of genes that assist in the proper assembly of the ribosome, such as genes involved in the processing of rRNA, and is denoted here as ribosomal biogenesis gene module.

As described previously, genes of both groups are co-expressed under a large number of conditions, and display a strong inverse correlation with genes induced as part of the general stress response [23]. This correlation pattern was particularly evident in the prototypic responses, termed environmental stress response (ESR), to a variety of environmental stresses (including heat-shock, peroxide shock or high osmolarity) [24], [25]. The ESR is characterized by the repression of ribosomal proteins and ribosomal biogenesis genes together with the induction of a common set of stress-related genes (Fig 1b). We note that although both RP and ribosomal biogenesis genes were repressed by environmental stresses, their responses were characterized by different kinetics (rapid repression of ribosomal biogenesis genes followed by a slower repression of RP genes) leading to their identification as two separate transcription modules (i.e. sets of coordinately expressed genes) [25].

**Figure 1:**
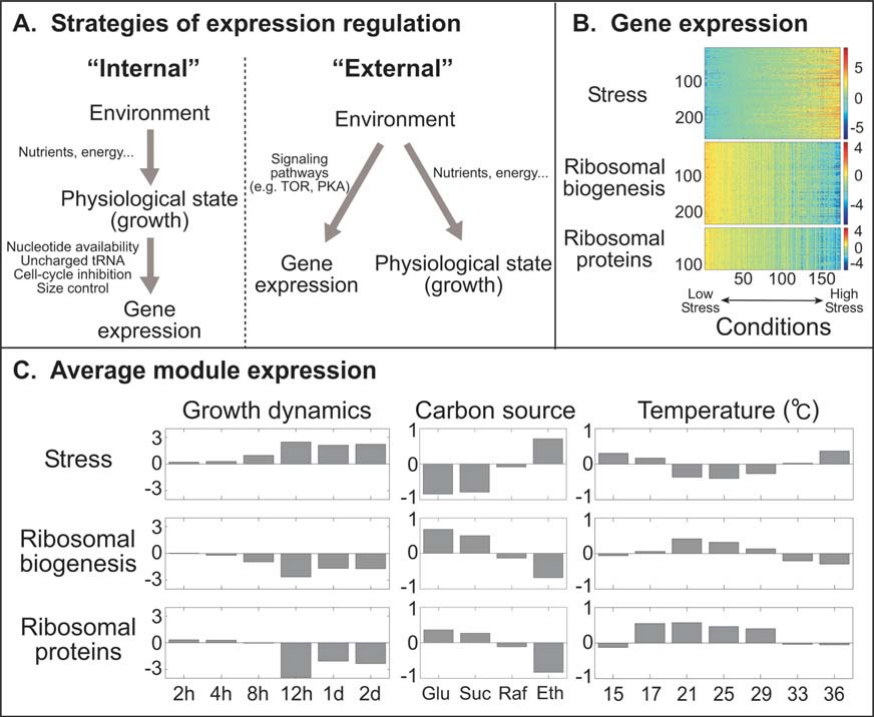
**(a)** Environmental versus growth dependent modulation of gene expression. Gene expression can be modulated by direct signaling pathways which sense the environmental cues. Alternatively, it can be regulated by internal cues which are coupled directly to cell growth. In this study we characterize the relative contribution of external vs. internal sensing to the regulation of gene expression. (b,c) Expression profile of ESR modules during growth at different environmental conditions (reported in [25]; see table S1 for the list of genes). (b) The colormap represents the log_2_-expression-ratio of the respective gene module. The conditions are sorted by the average expression level of the stress module. (c) Average log_2_-expression-ratio of the respective gene module under the indicated condition. Stress-induced genes are activated, while ribosomal biogenesis and RP genes are repressed under conditions associated with slow growth (e.g. non-optimal temperatures, non-fermentable carbon source, or stationary phase).

Gene expression in unperturbed cells was also reported [25] (Fig. 1c). The expression of both RP and ribosomal biogenesis genes was maximal during logarithmic growth, and decreased as the cultures approached saturation. As expected, the level of ribosomal biogenesis gene expression was also correlated with the efficiency by which the corresponding carbon is utilized: expression was high in cells grown in a fermentable carbon source (glucose), whereas low expression was observed during growth in non-fermentable carbon sources such as ethanol. Similar differences in the level of ribosomal biogenesis genes were observed also when comparing steady state growth at different temperatures. In all the above conditions, the stress-induced part of the ESR exhibited high expression levels in conditions where ribosomal biogenesis genes expression was low, and low expression levels in conditions where ribosomal biogenesis gene expression was high. Although growth rates were not reported, the gene expression pattern seems consistent with the general notion that the expression of ribosomal biogenesis gene increases with growth rate, whereas the expression of stress genes decreases.

### Gene expression in the presence of internal vs. external conflict

To examine whether the apparent correlation between the level of ribosomal biogenesis gene expression and growth rate reflects a feedback-mediated regulation that is sensitive to the growth rate itself, we sought a situation where the recognized environmental signal as perceived by the cell is separated from its actual effect on growth. Wild-type yeast cells grow most rapidly when provided with glucose as a carbon source. We considered a mutant strain deleted of the gene *ADH1*, which codes for an enzyme responsible for ethanol production during glucose fermentation. This strain cannot ferment glucose, and consequently grows faster on non-fermentable carbon sources (*e.g.* glycerol) than on glucose (Fig. 2a, S1).

**Figure 2:**
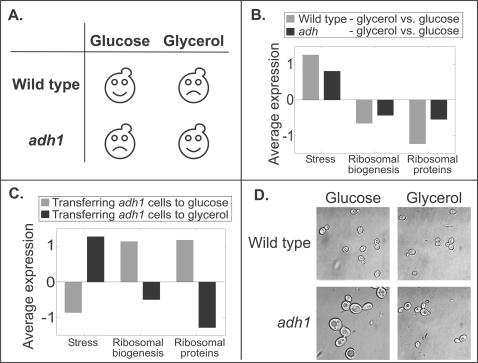
Ribosomal gene expression under “confusing” conditions. (a) Glucose is the preferred carbon source for wild-type yeast cells. In contrast, *adh1* mutant cells grow faster when glycerol is available (See also Fig S1). (b) Wild-type and mutant cells were grown to log phase on media containing glucose or glycerol as the only carbon source (Methods). The expression profile on glycerol vs. glucose was quantified with microarrays. The bars represent the average log_2_-ratio-expression of the ESR modules. Notably, both wild type and mutant cells activate the ESR program. Stress genes are induced while ribosomal biogenesis genes and RP are repressed. (c) Response of *adh1* mutants to change in carbon source. Overnight cultures of *adh1* cells were transferred both to glycerol and to fresh glucose media. The bars represent the average expression after 30 minutes with respect to the initial cell culture expression (log_2_-ratios). As expected, the ESR is repressed upon transfer to fresh glucose medium. However, upon transfer to glycerol, the favorable carbon source of these mutant cells, the ESR is activated. Specifically, stress genes are induced while ribosomal biogenesis and RP genes are repressed. (d) Wild-type and *adh1* mutant cells were monitored upon transfer to glycerol versus their transfer to fresh glucose. As previously reported, the size of slow growing wild type cells (glycerol) is smaller than fast growing ones (glucose) [26]. Interestingly, *adh1* mutants display an opposite behavior. Specifically, slow growing *adh1* mutants (glucose) are appreciably larger than the fast growing ones (glycerol). Thus, it appears that the cell size may also be tuned to the environmental signals rather than to cell division.

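The change of carbon source was followed on 7 two-color arrays of *adh1* cells, 4 after transfer to glycerol (0.5, 1, 2 and 4 h) and 3 after transfer to fresh glucose (0.5, 2 and 4 h). There was 1 array per time point, so these values have no replicates. By the sample labels, Cy5 carried the transferred cells and Cy3 the overnight culture they came from. The authors deposited a normalized log2 ratio of Cy5 over Cy3 for each of 6132 ORFs, so a positive value stands for a higher level after the transfer. Between 5919 and 6013 ORFs had a value on an array (median 5968), and the intensities behind the ratios are not analysed here. The ratios were kept as deposited, with array medians between -0.01 and 0.02. For each array the mean ratio was taken over the 255 stress genes, the 231 ribosomal biogenesis genes and the 117 RP genes of Table S1 that had a value. Each mean was set beside the means of 10000 random gene lists of the same size, as a description of that array and not as a test across cultures. The log2 ratio at the *ADH1* ORF (YOL086C) was 0.12, 0.63 and 0.19 at 0.5, 2 and 4 h in glucose, and 0.54, 3.46, 4.82 and 3.53 at 0.5, 1, 2 and 4 h in glycerol. Both channels hold the deletion strain, so this ORF does not check the labels, and in glycerol it lay above *ADH2* (YMR303C) at each time point, with values of the latter of -0.25, 3.43, 3.72 and 2.44.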

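At 0.5 h in fresh glucose, the mean log2 ratio of the stress genes was -0.90 (SD over genes 0.88), with 211 of 246 genes below 0. Over the ribosomal biogenesis genes it was 1.17 (SD over genes 0.68), with 215 of 224 genes above 0, and over the RP genes 1.21 (SD over genes 0.41), with 113 of 114 genes above 0. The random lists of the same sizes had means between -0.12 and 0.23, between -0.14 and 0.24, and between -0.23 and 0.33, respectively. The median over genes in place of the mean moved the stress value most among the alternatives for this array, to -0.82.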

We reasoned that comparing the gene expression pattern of *ADH1* cells grown in glucose vs. glycerol would allow us to distinguish between internal vs. external strategies of gene expression regulation. If internal, growth-rate dependent feedback dominates, ribosomal biogenesis gene expression will be higher in glycerol than in glucose, in accordance with the higher growth rate of the cells. Importantly, this prediction holds regardless of the mechanism which hinders *ADH1* growth in glucose. Alternatively, if signaling by the external environment dominates, ribosomal biogenesis gene expression will be higher in glucose, in accordance with the evolutionary expectation of higher growth rate of wild-type cells in glucose.

Using full-genome microarrays, we compared the expression profile of log-phase *adh1* mutant cells grown on glycerol vs. glucose medium (Fig. 2b). 

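The log-phase comparison comprised 5 two-color arrays, 2 of wild-type and 3 of *adh1* cells. Each array set cells grown on glycerol (Cy5) against cells of the same strain grown on glucose (Cy3). The deposited values are normalized log2 ratios, positive where a transcript was higher on glycerol, and no replicate had the dyes exchanged, so a dye effect is not removed. Between 5071 and 5672 ORFs had a value on an array (median 5363), and the 4827 ORFs with a value on all 5 arrays were tested. Signal over background is unknown from these files, and the number of arrays limits the precision. Across genes, which are not independent replicates, the wild-type arrays correlated at r = 0.889 and the *adh1* arrays at 0.936 to 0.960, against 0.632 to 0.738 between strains. The arrays after transfer to fresh glucose correlated with the log-phase arrays at r between -0.387 and -0.0510 (median -0.194). Since the labels state the dyes and these conditions can oppose each other, the stated direction was kept. A linear model with a mean per strain was fitted to each gene with limma, so that both strains shared an estimate of the spread, and each mean was tested against 0 with Benjamini-Hochberg adjustment. At the *ADH1* ORF the log2 ratio was 5.60, 5.43 and 5.32 on the *adh1* arrays and 0.11 and 0.85 on the wild-type arrays. *ADH1* is deleted in both channels of the mutant arrays, and *ADH2* gave 5.86, 5.65 and 5.27 on the same arrays and 0.02 and 0.55 in wild type.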

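In *adh1* cells, limma called 3045 of the 4827 genes different between glycerol and glucose at a Benjamini-Hochberg adjusted p under 0.05, with 1403 higher and 1642 lower on glycerol. Of these, 3037 had the same sign on all 3 arrays. In wild-type cells 2932 genes were called, 1339 higher and 1593 lower on glycerol. Without *adh1* replicate 2, the alternative that moved the mutant's count most, 2202 genes were called, and a fit to the wild-type arrays alone, which moved that strain's count most, gave 2302. The largest increases in the mutant were those of *RGI2* (YIL057C, log2 ratio 6.23, standard error 0.11), YFL013WA (6.22, standard error 0.22), an ORF name that the reference annotation does not hold, and *HSP12* (YFL014W, 6.09, standard error 0.22). The largest decreases were those of *SAG1* (YJR004C, -5.21, standard error 0.11), *VAS1* (YGR094W, -4.99, standard error 0.13) and *MF(ALPHA)2* (YGL089C, -4.85, standard error 0.13). The highest adjusted p among these 6 genes was 3.34e-06 (limma, Benjamini-Hochberg). *SAG1* and *MF(ALPHA)2* are genes of alpha cells, while the paper gives the genotype of BY4741 as *MAT*a. In wild type the largest increases were those of *HSP26* (YBR072W, 6.96 ± 1.32, SD, n = 2 arrays), YFL013WA (6.33 ± 0.40) and *HSP12* (5.79 ± 0.70), and the largest decreases those of *SAM1* (YLR180W, -3.24 ± 0.14), *URA1* (YKL216W, -3.07 ± 0.34) and *RPL37A* (YLR185W, -2.98 ± 0.87). Among these genes the highest adjusted p was 0.000155 (limma, Benjamini-Hochberg). *ADH1* itself, whose ORF rose with *ADH2*, had a limma mean of 5.45 in the mutant (standard error 0.14, Benjamini-Hochberg adjusted p = 1.22e-06) and of 0.48 in wild type (standard error 0.17, adjusted p = 0.0449). The wild-type call for *ADH1* was lost in 5 of 9 alternatives, with a limma adjusted p of up to 0.524.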

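Over the ribosomal biogenesis genes, the mean log2 ratio of glycerol over glucose was -0.44 ± 0.08 (SD, n = 3 arrays) in *adh1* and -0.66 ± 0.27 (SD, n = 2 arrays) in wild-type cells. Over the RP genes it was -0.55 ± 0.05 in *adh1* and -1.24 ± 0.16 in wild type. All 5 arrays lay below 0 for both modules. By sign flips of whole arrays the smallest p that 3 arrays allow is 0.25, and that of 2 arrays is 0.5, so an exact test over arrays cannot decide. A competitive test of each module against the other genes, limma's camera with a preset inter-gene correlation of 0.01, gave Benjamini-Hochberg adjusted p of 1.69e-10 for ribosomal biogenesis and 2.18e-09 for RP genes in *adh1*, and 1.70e-14 and 3.37e-22 in wild type. Under limma's fry, these calls and those for the stress genes in both strains held, with adjusted p of up to 0.0180. The fry call for ribosomal biogenesis in *adh1* was lost without *adh1* replicate 1, 2 or 3, with adjusted p of 0.105, 0.104 and 0.0524. With the correlation estimated from the data, none of them held, with adjusted p from 0.0903 to 0.377. In *adh1*, 146 of 212 ribosomal biogenesis genes were called lower on glycerol and 6 higher, and 149 and 6 when adjusted over the list alone. For the RP genes 76 of 115 were lower and 4 higher, with the same counts when adjusted over the list alone. In wild type the counts were 169 lower and 8 higher for ribosomal biogenesis (175 and 8 adjusted over the list alone), while 91.3% of the RP genes were lower and 0 higher (94.78% and 0 adjusted over the list alone). At an unadjusted limma p under 0.05, the number of higher RP genes in wild type was 0 too. 

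**Figure D1:**
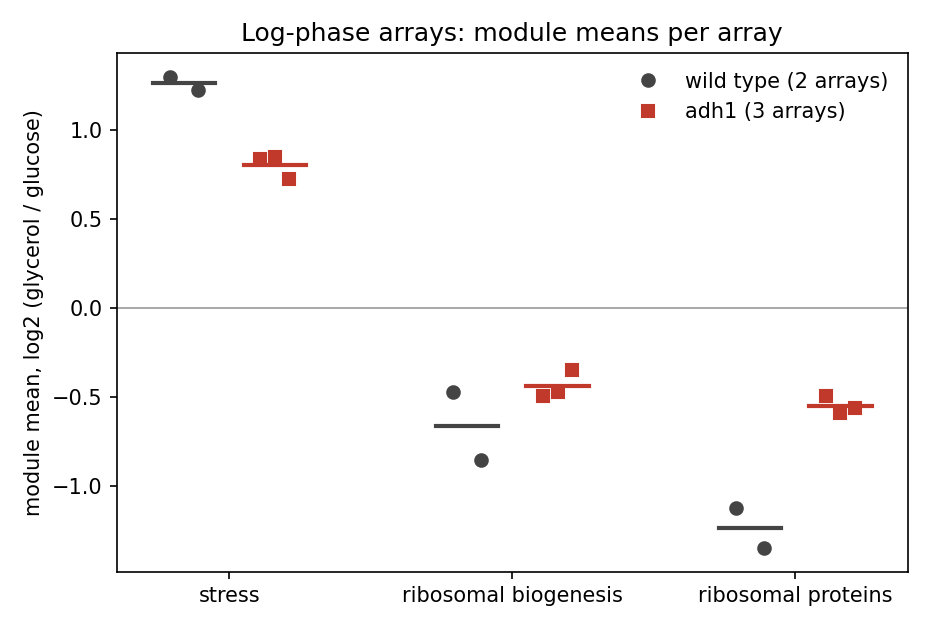
Mean log2 ratio of glycerol over glucose of each module (vertical axis, log2) on each log-phase array, with circles for the 2 wild-type arrays, squares for the 3 *adh1* arrays and a line at the mean of each group. Ribosomal biogenesis and RP genes lie below 0 and stress genes above 0 on all 5 arrays.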

The expression of ribosomal biogenesis and RP genes was higher in glucose, although the growth rate of the cells was lower. 

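At 0.5 h after transfer of *adh1* cells to glycerol, the mean log2 ratio over the ribosomal biogenesis genes was -0.51 (SD over genes 0.73), with 175 of 225 genes below 0. Over the RP genes it was -1.3 (SD over genes 0.76), with 108 of 116 genes below 0. The means of the 10000 random lists ran from -0.17 to 0.29 for lists of the size of the ribosomal biogenesis module, and from -0.27 to 0.39 for those of the size of the RP module.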

Transfer of cells from glucose to glycerol led to a corresponding repression of ribosomal biogenesis genes (Fig. 2c). Similarly, the expression of stress genes was higher in glycerol (Fig. 2b), and was induced upon transfer from glucose to glycerol (Fig. 2c). 

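The mean log2 ratio of glycerol over glucose of the stress genes was 0.80 ± 0.07 (SD, n = 3 arrays) in log-phase *adh1* cells and 1.26 ± 0.05 (SD, n = 2 arrays) in wild type. The adjusted p from limma's camera was 2.68e-15 in the mutant and 1.04e-24 in wild type (Benjamini-Hochberg over 9 tests of modules). Both rest on the preset correlation of 0.01. With the correlation estimated from the data, at 0.043, camera gave adjusted p of 0.0951 and 0.0903, so neither call held. The median over the stress genes was lower than the mean, at 0.64 in the mutant and 1.01 in wild type. Of 226 stress genes, 154 were called higher on glycerol and 24 lower in *adh1* (156 and 25 adjusted over the list alone), and 178 higher and 10 lower in wild type (178 and 11 adjusted over the list alone). At 0.5 h after transfer of the mutant to glycerol, the stress genes had a mean log2 ratio of 1.29 against the overnight culture (SD over genes 1.18), and 225 of 252 genes were above 0. No random list of this size exceeded 0.27.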

Taken together, it appears that the expression of ribosomal biogenesis genes, as well as that of stress genes, was tuned to the environment rather than to the rate of cellular growth.

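At 0.5 h, the mean log2 ratio after transfer to glycerol minus that after transfer to fresh glucose was -1.69 over the ribosomal biogenesis genes, -2.51 over the RP genes and 2.19 over the stress genes. Each is the difference of 2 arrays without a replicate. Growth rates are not analysed here. The paper reasons that internal feedback on growth would raise ribosomal biogenesis expression in glycerol, where *adh1* cells grow faster, and that external signals would raise it in glucose. From the higher level of ribosomal biogenesis genes in glucose and of stress genes in glycerol, it proposes that both groups follow the environment rather than the rate of growth.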

Interestingly, cell size was also tuned to the environmental signal rather then the growth rate. In *S. cerevisiae*, poor media and low growth rates correspond to smaller cell size. We observed, however, that *adh1* cells growing in glucose were larger than *adh1* cells growing in glycerol (Fig. 2d). Moreover, *adh1* cells growing on glucose were significantly larger than wild-type cells in glucose. This abnormal size may reflect the imbalance between their (high) ribosomal content and their (slow) growth rate, in consistence with the observed impact of ribosomal content on cell size [26].

### Temporal adaptation to perturbation in continuous cultures

Our results suggest that upon conflicting signals, when the expected growth rate at a particular environment is different from the actual rate of growth, the environmental signal dominates. Next we asked whether growth-dependent signals play an important role under non-conflicting situations. As we argue above, however, in the absence of conflict the internal physiological state (*e.g.* growth rate) is compatible with the environmentally-expected one, making it is difficult to disentangle the signals received from the external environment from these that are generated as feedback from internal processes. For examples, changing the steady state growth rate in continuous cultures necessarily involves a change in the amount of limiting factor. It is thus hard to discern whether the changes in gene expression result from the change in growth rate itself, or whether they were generated as a response to the change in the abundance of the limiting factor.

We reasoned that characterizing temporal kinetics, rather than steady state behavior, may overcome this limitation. Consider an environmental perturbation that modulates both the gene expression and the growth rate. At steady state, these changes are likely to be coordinated. By following the temporal evolution of both responses, however, we can conclude whether the change in growth rate followed or precede the changes in gene expression. For example, if internal feedback mechanism is at function, any change in growth rate will be followed by a change in gene expression.

To define a well-controlled environment where the kinetics of both gene expression and growth rate can be monitored, we grew cells in continuous cultures in a chemostat (Methods). Cells were grown to steady state, and were subsequently subjected to perturbations. Microarrays were used to follow their genome-wide transcription response to each perturbation at subsequent time points following the perturbation. Notably, the changes in gene expression changes are analyzed relative to the gene expression in the unperturbed (steady state) culture, and thus reflect only the response to environmental cues. In parallel, we measured also the cells growth rate, by following the changes in their optical density (Fig. 3a, 3b, S2). At steady state, the optical density remains constant in time, and the rate of cell growth is set by the dilution rate of the chemostat (0.2 hr^−1^ in our experiment) [27]. Since the cells are continuously diluted, and dilution rate remains fixed throughout the experiment, any change in growth rate will be reflected practically immediate by a change in the optical density.

**Figure 3:**
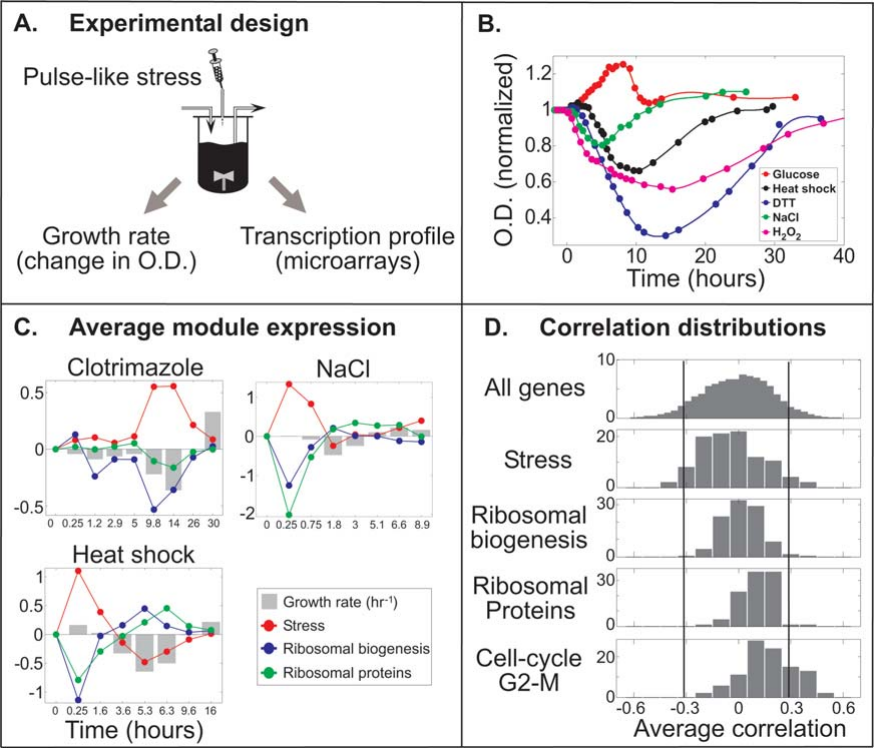
Gene expression versus growth rates in continuous cultures. (a) Steady state growing cells were subjected to different environmental stresses. Growth rate was calculated from the measured optical density. Simultaneously, the profile of gene expression was quantified with microarrays. In our study we looked for possible correlations between growth and gene expression (see Methods for more details). (b) Cells grown at steady state in a glucose-limited chemostat were subjected to 5 different environmental cues. We examined 4 stress pulses: H_2_O_2_ (0.6mM-magenta curve), DTT (6mM-blue curve), NaCl (0.4M-green curve), heat shock (39°C for 5 hours-black curve), and a stress-relieving pulse of glucose (0.2 g/l-red curve). The Y-axis is normalized such that the steady state O.D. (at t<0) is 1. The markers designate O.D. sampling time, and solid lines are spline interpolations of the data. The perturbations in histidine-limited chemostat are shown in figure S2. (c) Dynamics of the average log_2_-ratio-expression for three ESR gene modules. The DTT, NaCl and heat shock pulses were given during glucose depletion, and the clotrimazole perturbation was given in histidine limitation. Bars designate the cells growth rate, which is normalized relative to the steady state growth rate (see Fig. S3 for other perturbations dynamics). (d) Each gene was assigned a growth correlation score (GCR), quantifying the correlation between its expression level and growth rate, averaged over all perturbations (Methods). The GCR distribution of several gene modules is shown. The X-axis represents the calculated average correlation, and Y-axis represents the fraction of genes within the module. The two vertical lines designate the threshold for the 5% of genes with the highest or lowest GCR. Notably, the distribution for the ribosomal biogenesis genes lies between the thresholds, while the cell-cycle G2-M gene group is enriched with positive GCR genes.

Since changes in growth rate necessarily involve changes in other factors, such as abundance or level of nutrients or drugs in the media, it was important to diversify the type of perturbations, so that a general correlation with growth-rate could be inferred. We considered four environmental stresses (Heat shock, high osmolarity, peroxide, DTT), a drug (clotrimazole), and supplementation of the limiting factor (histidine or glucose, respectively) (Table 1). Moreover, the experiments were performed using two chemostat cultures, growing in different limiting nutrients (histidine and glucose). Taken together, we analyzed 10 time course experiments, with a total of 83 arrays.

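The chemostat series holds 83 two-color arrays in 10 courses, 40 from glucose-limited and 43 from histidine-limited cultures. Of these, 12 arrays precede the perturbation and 71 follow its onset. Glucose-limited cultures received DTT, NaCl, H2O2, a heat shock or glucose, with 8 arrays per course of which 1 is before the onset. Histidine-limited cultures received DTT, NaCl, clotrimazole, a heat shock or histidine, with 7 to 10 arrays per course. The labels give Cy5 to the chemostat sample and Cy3 to a batch culture, and the deposited values are normalized log2 ratios of the former over the latter, with all arrays in the same dye orientation. Every array had a value for all 6132 ORFs. Between 3 and 264 of them per array were exactly 0, and the paper's text does not say what such a value stands for. Array medians lay between -0.03 and 0.03, and the SD over genes between 0.39 and 1.00. Changes were computed as the ratio on an array minus the mean of the arrays of the same course before the onset, which cancels the batch reference. The histidine-limited DTT course has no array before the onset, so the mean over the other histidine-limited courses was used. Repeat steady-state arrays exist for 3 cultures, all histidine-limited, and module means on such a pair differed by up to 0.10. The times are those in the sample titles. For the glucose-limited heat shock another label field repeats the times of the DTT course, and for arrays before the histidine-limited heat shock and before clotrimazole that field names another limitation or stress. The labels give BY4741 for the histidine-limited cultures, for which the paper gives W303-1 bar1. For histidine-limited NaCl the label of the growth medium gives the concentration of the glucose-limited one. Cell densities and growth rates are not analysed here.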

**Table 1:** Environmental cues imposed on steady state growing yeast cells.

Limiting factor	signal	Final conc./Temperature in the chemostat	Notes
Histidine	Clotrimazole	10 µM	Sigma C6019. Dissolved in DMSO
	DTT	6 mM	Sigma D9779.
	NaCl	0.31M	-----
	Heat shock	Shift from 30°C to 37°C for 5 hours	-----
	Histidine	+2 mg/l	Double the limiting factor level
Glucose	H_2_O_2_	0.6 mM	-----
	DTT	6 mM	Sigma D9779.
	NaCl	0.4M	-----
	Heat shock	Shift from 30°C to 39°C for 5 hours	
	Glucose	+0.2 g/l	Double the limiting factor level

All perturbations led to a significant change in culture density, ranging from 15% increase in biomass (addition of histidine to the histidine-limited chemostat) to 70% reduction in biomass (addition of DTT to the glucose-limited chemostat) (Fig. 3c, S3). Significant changes in cell growth were observed about ∼1 hour after the onset of the perturbation. The rate of growth kept changing for long time periods, adapting back on a scale of 10–30 hours, depending on the experiment. Typically, an ‘over-shoot’ was observed before reaching steady state, where cells grew faster than the dilution rate (Fig. 3c, S3).

### Temporal kinetics of ribosomal biogenesis gene expression vs. growth rate

Changes in gene expression were observed immediately following the perturbation (Figs. 3c, S3). 

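The common early response was tested over the 7 courses of the 4 environmental stresses, with each course giving 1 difference between its first array after the onset and its steady state. limma with Benjamini-Hochberg adjustment called 910 of 6132 genes, 397 higher and 513 lower, and 2050 genes had an unadjusted p under 0.05. Of the 910 genes, 547 had the same sign in all 7 courses. The count depends on which course is left out. Without glucose-limited heat shock, histidine-limited DTT, histidine-limited heat shock or histidine-limited NaCl, limma called 0 genes, with 1658, 1720, 1670 and 1590 genes at an unadjusted p under 0.05, respectively. Without glucose-limited NaCl, limma called 508 genes. Without glucose-limited DTT it called 1228, and without H2O2 it called 1010. Taking the ratio against the batch reference without subtracting the steady state gave 135 genes, of which 91 were among the 910. The largest mean increases were those of *GRE2* (YOL151W, 2.81 ± 2.34 on the log2 scale, SD, n = 7 courses), YNL195C (2.75 ± 2.08) and *HSP104* (YLL026W, 2.47 ± 0.99). The largest mean decreases were those of *UTR2* (YEL040W, -2.12 ± 1.57), *HPT1* (YDR399W, -1.80 ± 1.29) and *UTP23* (YOR004W, -1.79 ± 0.94). Adjusted p from limma (Benjamini-Hochberg) lay between 0.0214 and 0.0322 for these 6 genes, and the call of each was lost in 4 to 6 of 14 alternatives.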

The gene expression response was similar to that characterized in batch cultures: environmental stresses led to a strong induction of stress-induced genes and the repression of ribosomal biogenesis genes. Also as expected, the addition of glucose to a glucose-limited chemostat led to a decrease in the ESR genes, and increase in RP and ribosomal biogenesis genes (Fig. S3).

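At the first time point of the 7 stress courses, the stress genes had a mean change of 0.98 ± 0.64 on the log2 scale (SD, n = 7 courses) and rose in 6 of 7 courses (exact two-sided sign-flip permutation p = 0.0313, Benjamini-Hochberg adjusted over 3 modules 0.0313). The ribosomal biogenesis genes changed by -0.88 ± 0.52 and fell in 7 of 7 courses (exact permutation p = 0.015625, adjusted 0.0234). The value 0.015625 is the smallest p that 7 courses allow. The RP genes changed by -0.69 ± 0.62 and also fell in 7 of 7 courses (exact permutation p = 0.015625, adjusted 0.0234). Changes by course ran from -0.02 in glucose-limited DTT to 1.84 in histidine-limited NaCl for stress genes, from -0.03 to -1.52 in the same 2 courses for ribosomal biogenesis genes, and from -0.17 in glucose-limited DTT to -2.01 in glucose-limited NaCl for RP genes. Without glucose-limited DTT the stress mean was 1.14 with an exact permutation p of 0.0313. Without any 1 of the other 6 courses it was 0.83 to 1.09 and the exact permutation p rose to 0.0625, so that call is lost. Each of these sets keeps glucose-limited DTT, whose value lies below 0. With 1 such value, 0.0625 is the smallest p that 6 courses allow. The loss was therefore fixed in advance and does not measure the size of the other changes. The ribosomal biogenesis and RP calls held with each course left out. The ratio against the batch reference, which moved the stress and ribosomal biogenesis means most, gave 0.80 for stress, -0.57 for ribosomal biogenesis and -0.47 for RP genes, each with an adjusted exact permutation p of 0.0469. The RP mean moved slightly further without glucose-limited NaCl, to -0.469. 

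**Figure D2:**
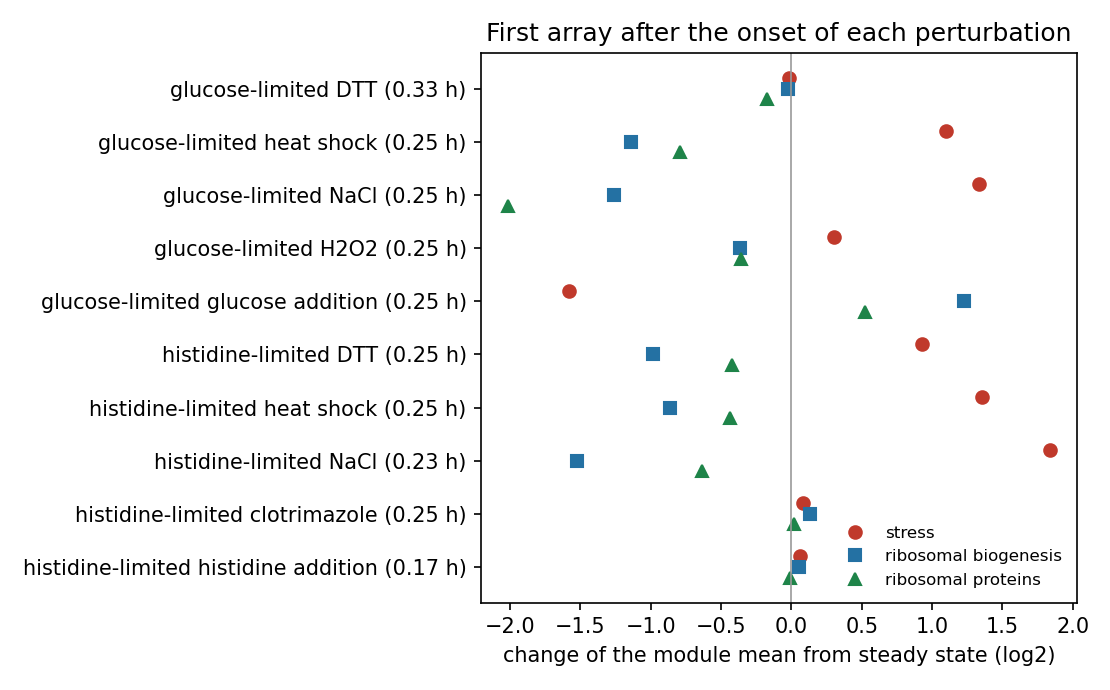
Change of each module mean from steady state (horizontal axis, log2) at the first array after the onset, by course (vertical axis), with circles for stress, squares for ribosomal biogenesis and triangles for RP genes. Stress genes lie above 0 and the other modules below 0 in 6 of the 7 stress courses, and glucose addition shows the opposite order.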

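At 0.25 h after the addition of glucose to the glucose-limited chemostat, the mean change was -1.58 on the log2 scale over the stress genes, 1.23 over the ribosomal biogenesis genes and 0.53 over the RP genes. These values come from 1 array and have no replicate, and each is larger than the largest difference between repeat steady-state arrays. At 0.17 h after the addition of histidine to the histidine-limited chemostat, the changes were 0.06, 0.05 and -0.01 in the same order, within that difference. Under the ratio against the batch reference, a setting run here after seeing the data, the RP mean after glucose addition was 0.84 and the ribosomal biogenesis mean after histidine addition was 0.65, while the stress mean after histidine addition changed sign, to -0.018.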

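Each module mean was followed over the arrays after the onset, the first of which lay between 0.17 and 0.33 h. The largest absolute change of the stress genes was at the first array in 5 of 10 courses, that of the ribosomal biogenesis genes in 5 and that of the RP genes in 4, which makes 14 of 30 pairs of course and module. Among the 7 stress courses the number was 4 for each module. All 3 modules had it at the first array in 4 courses, which were the heat shock and NaCl courses of both limitations. The largest changes came later in glucose-limited DTT, where ribosomal biogenesis genes reached -0.43 and RP genes -1.15 on the log2 scale at 2.22 h, and in H2O2, where stress genes reached 0.82 and RP genes -1.62 at 1.2 h. In histidine-limited DTT they came at 1 h, at 1.23 for stress, -1.28 for ribosomal biogenesis and -2.30 for RP genes. After glucose addition the RP genes were highest at 1.08 h, at 0.59. With clotrimazole no module exceeded 0.13 at the first array, and after histidine addition none exceeded 0.06. At any time after histidine addition the largest changes were 0.14 for stress, -0.17 for ribosomal biogenesis and 0.03 for RP genes. The time of such small changes says little. Under the ratio against the batch reference, the alternative that moved these numbers, the RP genes had it at the first array in 3 of 10 courses, and the ribosomal biogenesis and RP genes each in 3 of the 7 stress courses.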

Maximal change in gene expression was typically observed already at the first time point examined (10–20 minutes after the onset of the perturbation). In most perturbations, growth rate was hardly altered at that time. Thus, the initial gene expression response appears to be dominated by direct environmental signals, and not by growth-rate dependent feedbacks.

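The paper reasons from the timing of the largest expression changes, which it places mostly at the first time point, and from growth rates that in most perturbations had hardly altered by then. It proposes that direct environmental signals, and not feedback from the growth rate, dominate the early response. The growth rates are not analysed here.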

The strong initial response to environmental changes may mask further growth-dependent signal. We asked whether growth-rate effects may dominate during the recovery from perturbation. The environmental perturbations were given in a pulse-like addition to the media, and were washed out of the media on a time scale of ∼5 hours (corresponding to the dilution rate). The long-time temporal recovery from perturbation varied between experiments, but no consistent correlation between growth rate and ribosomal biogenesis gene expression was observed. 

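In the glucose-limited course the heat shock lasted 5 h. After the early fall, the mean change of the ribosomal biogenesis genes was 0.16 on the log2 scale at 3.62 h, within the heat shock, and 0.45 at 5.25 h, after it. It was 0.14 at 6.33 h, 0.04 at 9.63 h and 0.06 at 16.05 h. The SD of this module mean over the 5 glucose-limited steady-state arrays was 0.07. The stress genes were at -0.48 and the RP genes at 0.21 at 5.25 h. There is 1 array per time point. The ratio against the batch reference moved the ribosomal biogenesis value at 5.25 h most, to 0.64.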

During the recovery from heat-shock, for example, slow growth was associated with high levels of ribosomal biogenesis genes (Fig. 3c). During the recovery from DTT, temporal changes in growth rate seem to follow gene expression, rather then vice-versa: gene expression adapted to near its steady state level at 8.6 hours, a time where growth rate was minimal (Fig. 3c). Similarly, steady state-levels of gene expression were observed at 27 hours, a time when growth rate was still much higher than its steady state value. 

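At 8.63 h after DTT was given to the glucose-limited culture, the mean change from steady state was -0.17 on the log2 scale over the stress genes, 0.28 over the ribosomal biogenesis genes and -0.08 over the RP genes. Over the glucose-limited steady-state arrays, the SD of the module mean was 0.08 for stress and 0.01 for RP genes, and each of the 3 changes was larger than the SD of its module. That SD is of single arrays, and a difference of 2 arrays can vary more. The steady-state means spanned 0.19 for stress, 0.19 for ribosomal biogenesis and 0.036 for RP genes. In size, the stress change was within its range and the other changes were not. Set against the batch reference without subtracting the steady state, the same array gave -0.44 for stress and 0.25 for RP genes, which changed the sign of the latter.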

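Between 8.63 and 26.7 h the stress genes were at -0.47 and the ribosomal biogenesis genes at 0.35 on the log2 scale at 14.25 h, and at -0.36 and 0.24 at 21.48 h. On the DTT array at 26.7 h the mean changes were -0.04 for stress, 0.04 for ribosomal biogenesis and 0.08 for RP genes on the log2 scale. The former 2 lay within the SD of the steady-state arrays and the RP value did not. With the mean of all glucose-limited steady-state arrays as the baseline, the ribosomal biogenesis value was -0.04.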

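In the glucose-limited NaCl course, the stress, ribosomal biogenesis and RP genes were still at 0.83, -0.28 and -0.53 on the log2 scale at 0.75 h. Over the 5 arrays from 1.75 to 8.93 h, the mean change lay between -0.24 and 0.40 for stress genes, between -0.14 and 0.21 for ribosomal biogenesis genes and between -0.01 and 0.34 for RP genes. These ranges spanned 0.64, 0.35 and 0.35, against 0.19, 0.19 and 0.036 over the 5 glucose-limited steady-state arrays. The stress mean was lowest at 1.75 h and highest at 8.93 h. In the histidine-limited NaCl course the stress mean stayed between -0.04 and 0.15 from 1.82 to 17.15 h, and the ribosomal biogenesis mean between -0.03 and 0.12. The RP mean was 0.24 at 1.82 h, 0.16 at 2.9 and 5.28 h, 0.03 at 7.37 h and 0.02 at 17.15 h.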

In a large number of perturbations, such as NaCl, gene expression was relatively constant during the long-term adaptation, although significant changes in growth rate were observed (Fig. 3c). 

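After clotrimazole, the stress genes changed by 0.06 to 0.11 on the log2 scale from 1.2 to 5.03 h and by 0.55 and 0.56 at 9.78 and 14.18 h. The ribosomal biogenesis genes were at -0.24 at 1.2 h, -0.09 at 5.03 h, -0.53 at 9.78 h and -0.36 at 14.18 h. The RP genes were at -0.10 at 9.78 h and -0.16 at 14.18 h. Over the 7 histidine-limited steady-state arrays the SD of the module mean was 0.05 for stress, 0.08 for ribosomal biogenesis and 0.03 for RP genes. Each value has 1 array.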

Some correlation between gene expression and growth rate was observed during the response to clotrimazole (Fig. 3c). However, even in this case, the large increase in growth rate (over-shoot) during the final adaptation back to steady state (at 31 hours) was not accompanied by a corresponding change in gene expression.

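At 30.8 h after clotrimazole the mean change was 0.09 over the stress genes, 0.03 over the ribosomal biogenesis genes and -0.00 over the RP genes on the log2 scale. The stress value was larger than the SD of the steady-state arrays and the other values were not. That SD is of single arrays, and a change from a baseline can vary more. At 26.45 h the values had been 0.21, -0.07 and -0.02.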

To explore the link between ESR gene expression and growth rate more systematically, we measured the correlation between the average expression of each gene group and growth rate (Table S2). This was done separately for each perturbation and then averaged over all perturbations tested. As expected from the analysis of individual perturbations, no significant correlation was observed for either of the groups considered (RP, ribosomal biogenesis genes and stress genes) (Table S2).

Taken together, our results indicate that environmental signal dominate over possible growth-rate dependent feedback in the modulation of gene expression during response to perturbation.

### Ribosomal biogenesis gene expression vs. growth rates in mutant cells

An additional means to decouple the growth rate from the environmental signal is by genetic mutations. We have asked whether growth-rate dependent feedback on gene expression can be recognized under such conditions. Gene deletion may impact gene expression through a multitude of effects, depending on its precise function. However, if a direct growth-rate dependent feedback significantly contributes to the regulation of gene expression, it would lead to an apparent correlation between expression levels and growth rates when a large number of unrelated mutants are examined.

We considered the previously published compendium of deletion profiles, characterizing the transcription profiles of 270 deletion mutants [19]. Growth rates of 196 of these deletion strains were measured in an independent experiment, allowing us to examine the correlation of gene expression with cell growth rate. Consistent with our results above, no correlation was found between the expression levels of the ribosomal biogenesis genes and the reported growth rates (r = 0.03). A small inverse correlation was observed with the expression of the stress genes (r = −0.19), but this correlation was only marginally significant and considerably lower than those observed with the highest correlated gene groups (e.g. cell cycle group with r = 0.58, see also Table S2).

Interestingly, a strong, and highly significant correlation was observed between the RP gene expression and the growth rate (r = 0.53). This is in contrast to the negligible correlation observed in the chemostat experiment. The decoupling of RP gene expression from ribosomal biogenesis gene expression is also unique to this dataset, as in most other datasets expression of these groups is tightly correlated. A possible explanation is that the mutant strains have undergone further genetic adaptation (secondary mutations *c.f.* Ref [28]) that adjusted the level of ribosomal proteins with growth rates [29]. Further experiments are required to examine this possibility.

### Identifying growth-correlated genes

Taken together, it appears that growth rate *per-se* has a minimal impact on the expression levels of genes involved in ribosomal biogenesis. To examine whether other gene groups display a tighter link to growth rate, we extended the analysis described above to all yeast genes. Specifically, we assigned each gene a growth correlation score (GCR), quantifying the correlation between its expression level and growth rate, averaged over all perturbations (Methods). A positive GCR indicates a correlation with growth rate, whereas a negative GCR indicates an inverse correlation. We focused on the 5% of genes with the highest or lowest GCR, respectively and characterized their properties by analyzing enrichment within different co-expressed gene groups defined previously [20], [22] (Fig. 3d). To examine the generality of the results, we repeated the same analysis also for the compendium of deletion mutants, using the available gene expression and growth rate of the strains, as described above. The results are summarized in Figure 4.

**Figure 4:**
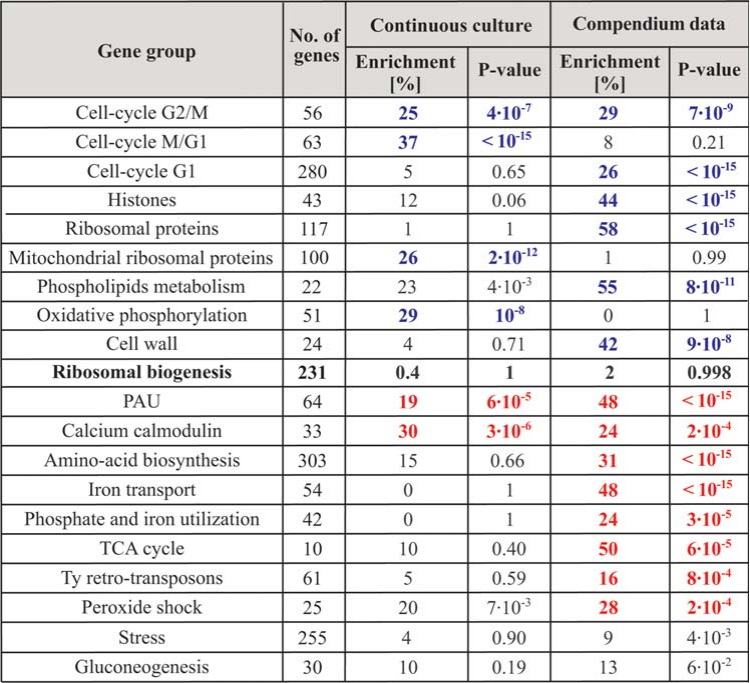
Enrichment of positive and negative correlated genes with previously defined gene modules. The table summarizes the analysis which spanned over hundreds of gene modules. For each gene group and experiment we calculated the enrichment with the positive (blue) and negative (red) correlated genes. Note that none of the gene modules were enriched with both positive and negative correlated genes and only the highest score is displayed. Less significant enrichments are shown in black (P-value>10^−3^) (see also Tables S3).

The group of genes that are positively correlated with growth was enriched primarily with cell cycle genes. In the chemostat experiment, enrichment was found primarily for genes regulated during the G2/M and M/G1 transition (p-value of 4?10^−7^ and <10^−15^, respectively), whereas in the compendium data enrichment was found for the G2/M transition as well as G1/S transition (p-values of 7?10^−9^ and <10^−15^, respectively). Other groups that were linked to growth included Mitochondrial ribosomal proteins and oxidative phosphorylation (chemostat experiment), and also gene groups related to histones, ribosomal proteins, phospholipids metabolism and cell wall (deletion mutants). In both experiments, the group of genes that were negatively correlated with growth was enriched with calcium calmodulin related genes (Figure 4).

## Discussion

### Summary

Gene expression is responsive to both external and internal cues. In this study, we wished to characterize the relative importance of these two modes of signaling to the regulation of genes involved in ribosomal biogenesis. Specifically, we sought to characterize the potential importance of internal feedback mechanisms that sense and respond to the cellular physiological state. Such growth-dependent regulation is well characterized in bacteria leading to direct dependency of the rate of ribosomal biogenesis on cellular growth rate. This feedback is mediated, at least in part, by the nucleotide dependency of rRNA transcription, and by the accumulation of uncharged tRNA, through the stringent response [10], [13], [15], [30].

Our results indicate that in yeast, growth-related signals do not contribute significantly to the expression of ribosomal biogenesis genes. Several observations support this conclusion. First, under “confusion” situation, where the environmental signal and actual growth rate conflict, gene expression appears to be linked to the environment and not to the growth rate. Second, even in the absence of conflicting signals, the linkage of ribosomal biogenesis gene expression to growth rate relies on the availability of a proper environmental signal. Thus, no correlation was observed during the long-term recovery of chemostat-grown cells, when large variations in growth rate were observed, and we did not detect situations where ribosomal biogenesis gene expression was clearly dictated by growth rate. Similarly, no linkage between these factors was observed in a compendium of deletion mutants, where both gene expression and growth rate were modified not by changing an environment but rather by deleting specific genes.

We identified several gene groups which displayed tight correlation to growth rate. With the exception of the cell cycle genes, most groups identified were specific to a particular experimental condition (see also Table S3). It may be that correlation with growth is observed only for genes involved in rate limiting processes; For example, gluconeogenesis genes displayed a correlation with growth in the glucose-limited chemostat (Table S3). The correlation of amino-acid biosynthesis and phosphate utilization groups with growth rate in the compendium of deletion mutant may reflect limitation of the media used.

In conclusion, it appears that yeast cells control the level of ribosome biogenesis gene expression primarily by responding to environmental signals. The apparent correlation between gene expression and growth rate, observed under steady state conditions, is likely to reflect the evolutionary fine-tuning of these signals with the expected growth rate, rather than direct growth-dependent signals. This strategy might compensate the exact tuning of gene expression with growth rate, particularly under conditions that are rarely encountered over evolutionary times. On the other hand, it allows for rapid response and preparation to anticipated changes that will impact the growth rate. Our results suggest that the capacity to anticipate and prepare for environmentally-mediated changes in growth rate, before such changes actually occur, presented a major selection force during yeast evolution.

## Methods

### Media and strains

For the limiting histidine and glucose chemostats we used the following two strains, respectively: W303-1 bar1::P_ADH1_-CFP-*KANMX* (*MAT*a, *leu2-Δ1, trp1-Δ63, his3-Δ200, ura3-52, ade2-101*) and BY4741 (Euroscarf; *MAT*a, *his3-Δ1, leu2-Δ0, met15-Δ0, ura3-Δ0*). For the mutant experiments we used BY4741 *adh1*::*KANMX* cells (Euroscarf), and wild-type BY4741 cells were used as a control.

For the *adh1* mutant experiment, YPD and YP-glycerol (2%) media were used. Histidine limited chemostat medium consisted of bacto-yeast nitrogen base without amino acids and with ammonium sulfate (0.67%), glucose (2%) and a drop-out mix (0.2%) of the following combination: L-Histidine (1.3 mg), Adenine sulfate (20 mg), Uracil (20 mg), L-Tryptophan (20 mg), L-Leucine (100 mg), L-Arginine (20 mg), L-Methionine (20 mg), L-Tyrosine (30 mg), L-Isoleucine (30 mg), L-Lysine (30 mg), L-Phenylalanine (50 mg), L-Glutamic acid (100 mg), L-Aspartic acid (100 mg), L-Valine (150 mg), L-Threonine (200 mg), L-Serine (400 mg). The final concentration of histidine in this medium is 2 mg/l. Limited glucose medium consisted of bacto-yeast nitrogen base without amino acids and with ammonium sulfate (0.67%), glucose (0.02%) and a drop-out mix (0.2%) as mentioned above but with 20 mg/l of L-histidine. Media for chemostat experiments included also 20 µl/liter of antifoam (Sigma A5758). Importantly, media composition was chosen such that each chemostat has a single limiting factor. Specifically, the response of the yeast culture to addition of different medium components was tested to assure that the cells are sensitive only to changes in histidine or glucose concentrations.

### adh1 mutant experiment

*adh1* deletion strain and its isogenic wild type strain BY4741 were used to generate genome wide expression profiles. For the first experiment (Fig. 2B), cultures were grown in YPD for 8 hours and then washed and diluted into either YPD or YP-Glycerol. The cells were harvested after 4-5 duplications, upon reaching the concentration of ∼2*10^6^ cells/ml (see also Fig. S1). For the second experiment (Fig. 2C), *adh1* strain was grown on YPD to O.D. 0.4, and then washed and diluted into either YPD or YP-Glycerol. Cells were harvested after 30 minutes of growth and compared to samples of the initial overnight culture (at time t = 0).

### Continuous culture experiments

Continuous cultures were grown in BioFlo 110 fermentors (New Brunswick Scientific) in the following conditions: dilution rate = 0.2 h^−1^, fermentor working volume = 750ml, temperature = 30°C, agitation speed = 500 RPM, air flux = 1 LPM, and the dissolved oxygen level was always above 70% of the saturation level. The pH of the media was titrated with NaOH to values of 5 and 5.3–5.6 for the histidine and glucose limited chemostats, respectively. After reaching steady state, cells were subjected to 10 different environmental cues (Table 1). Cell samples were harvested at various times during each perturbation. 

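The chemostat arrays before the perturbation set each steady-state culture against a batch reference culture. They cover 5 glucose-limited courses with 1 array each and 4 histidine-limited courses, in which repeat arrays were averaged. limma with Benjamini-Hochberg adjustment called 1486 of 6132 genes in the glucose-limited steady state, 693 higher and 793 lower than in the batch reference, and 1407 of them had the same sign in all 5 courses. Without glucose-limited DTT it called 798. In the histidine-limited steady state it called 2174, 1112 higher and 1062 lower, and 2137 of them had the same sign in all 4 courses. Without the histidine addition course it called 1166, and without clotrimazole 1439. All arrays share the dye orientation, so a dye effect remains in these counts. Each limitation also has its own batch reference. Where its courses share that culture, what is peculiar to it repeats on every array. The limma p measures only the spread between courses, and a shared reference would also raise the correlations within a limitation. The largest changes in the glucose-limited steady state were, upward, *GID10* (YGR066C, 2.31 ± 0.60 on the log2 scale, SD, n = 5 courses), *UTR2* (1.71 ± 1.08) and *VID24* (YBR105C, 1.5 ± 0.69), and, downward, *ICL1* (YER065C, -4.38 ± 0.22), *MLS1* (YNL117W, -4.28 ± 0.30) and *PCK1* (YKR097W, -3.99 ± 0.48). In the histidine-limited steady state they were, upward, YGR190C (3.56 ± 0.83, n = 4 courses), *RSM27* (YGR215W, 3.24 ± 0.63) and *ZRT1* (YGL255W, 3.13 ± 0.51), and, downward, *MEP2* (YNL142W, -3.07 ± 0.13), *GAP1* (YKR039W, -2.58 ± 0.66) and YLR162W (-2.53 ± 1.1). Over these 12 genes, the highest adjusted p from limma (Benjamini-Hochberg) was 0.00994. In the glucose-limited cultures the module means were -0.20 ± 0.08 for stress, 0.08 ± 0.07 for ribosomal biogenesis and 0.31 ± 0.01 for RP genes, and in the histidine-limited cultures -0.10 ± 0.04, 0.59 ± 0.08 and 0.07 ± 0.02. Across genes, arrays of different courses correlated at 0.496 to 0.765 within the glucose limitation and at 0.585 to 0.828 within the histidine limitation, against 0.00967 to 0.146 between limitations. 

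**Figure D3:**
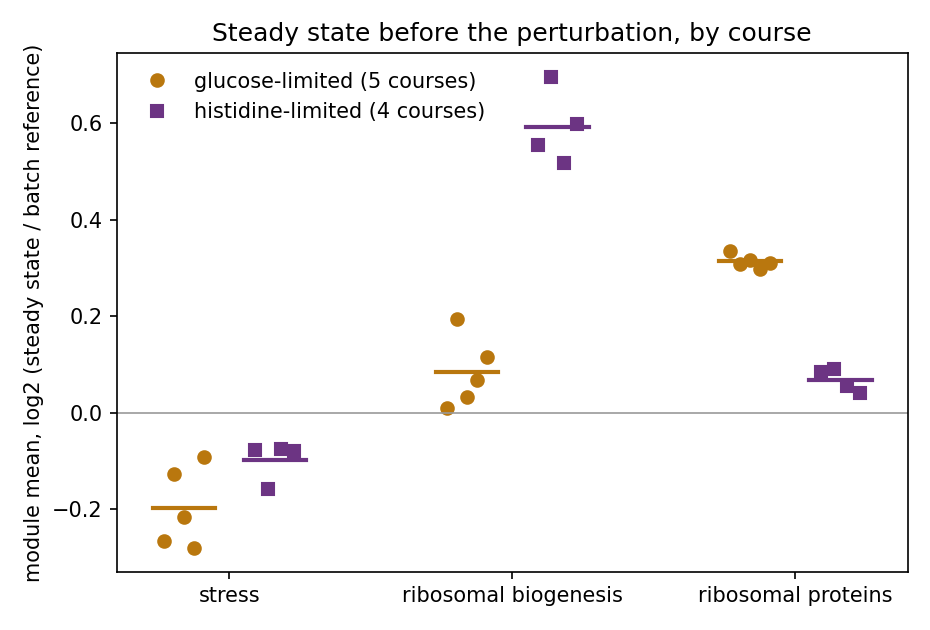
Mean log2 ratio of the steady state over the batch reference for each module (vertical axis, log2), with circles for the 5 glucose-limited and squares for the 4 histidine-limited courses and a line at the mean of each group. The ribosomal biogenesis means of the histidine-limited courses lie at 0.52 to 0.70, above those of the glucose-limited courses at 0.01 to 0.19.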

As a control, batch culture cells were grown in similar media and harvested at late logarithmic phase (Note that patterns of gene expression in steady-state closely resemble those of corresponding batch cultures just before they exhaust the nutrient [31]).

### Microarray hybridization and data quantification

Samples were collected at various time points and RNA was isolated in order to generate cDNA, which was then labeled by the indirect amino-allyl method. Cy5-and Cy3-labeled cDNA was hybridized onto microarrays of ORFs representing the complete *S. cerevisiae* genome (University Health Network, Ontario), using cDNA from untreated cultures as reference. The arrays were scanned, and expression data was extracted by image analysis. Expression ratios were log_2_ transformed, corrected for technical biases and normalized (see also Text S1).

### Module identification

Transcription modules were identified by applying the Iterative Signature Algorithm to the full expression dataset comprising all conditions [20], [21]. The Iterative Signature Algorithm is an iterative extension of the Signature Algorithm, designed for a global decomposition of large-scale expression matrices into transcription modules, in the absence of a-priory information. Modules are fixed-points of the Signature Algorithm, and are identified in a heuristic search by iterating from a large ensemble of randomly composed input sets until convergence is reached. The gene threshold of the Signature Algorithm determines the resolution of the analysis. The full set of transcription modules used in this work is available in the Supplementary Materials and further details are presented at the following URL: http://barkai-serv.weizmann.ac.il/Modules.

### Correlation between growth rate and gene expression

The measured O.D. was interpolated using the Matlab csaps function (Fig. 3b, S2). The cells growth rate (µ) was calculated using the chemostat cell density equation: 
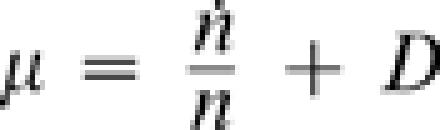
, where n is the cell density (interpolated O.D) and D is the dilution rate [27]. Correlations between growth and gene expression were calculated using the Matlab corrcoef function. Each gene was assigned a growth correlation score (GCR), quantifying the correlation between its expression level and growth rate, averaged over all perturbations. Sorting the genes by their GCR revealed two gene groups: the group of 5% most positive correlated genes (positive GCR) and 5% most negatively correlated genes (negative GCR). In order to reduce noise, we neglected genes that were not affected by the environmental perturbations (see Text S1).

Our study focused on finding the enrichment of positive GCR and negative GCR genes in different co-regulated gene groups, which were previously defined by the signature algorithm [20], [21]. The analysis was unbiased and done over all gene modules within all threshold levels. The P-value for each group enrichment with positive and negative GCR was obtained by calculating the chance of getting at least such an enrichment by chance. Specifically: 
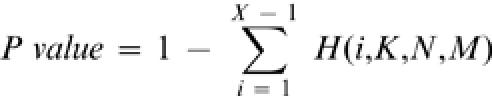
, where 
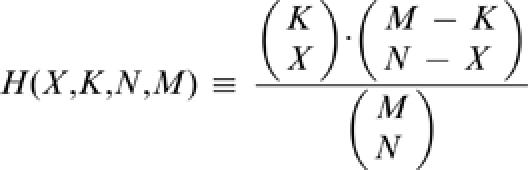
 is the hyper-geometrical distribution designating the probability for enrichment of X of a possible K correlated genes from a group with N genes (module size) without replacement from a pool of M genes.

Gene groups were sorted both by their P-value for enrichment with positive GCR, and by their P-value for enrichment with negative GCR. The analysis was done for the continuous culture experiments considering all 10 perturbations (Figure 4). The analysis was done also for each of the two limiting factor experiments separately (only the 5 perturbations in histidine or glucose depletion, Table S3). The same calculation was repeated for the compendium data. Additional figures and tables are available in the Supplementary Material.

### Accession numbers

All raw data is available through Gene Expression Omnibus (GEO) accession number GSE6302, at the following website: http://www.ncbi.nlm.nih.gov/geo.

## Supporting Information

Figure S1 Growth curves of adh1 and wild type cells
(0.42 MB PDF) Click here for additional data file.

Figure S2 Response of cells grown in steady state to environmental perturbations
(0.46 MB PDF) Click here for additional data file.

Figure S3 Dynamics of average module expression and cell growth upon environmental perturbations. The average log2-ratio-expression is presented for three ESR gene modules. Bars designate the measured cells growth rate, which is normalized relative to the steady state growth rate.
(0.44 MB PDF) Click here for additional data file.

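Table S1 lists the genes of each transcription module, which the paper identified with the Iterative Signature Algorithm. It gives ORF names without expression values. The copy of the table used here holds 255 stress, 231 ribosomal biogenesis and 117 RP genes, and each of them has an ORF on the arrays. Of these, 65 stress, 4 ribosomal biogenesis and 2 RP genes also appear in another module of the table. For other modules the copy is short of the size that the paper's Table S3 gives, with 62 cell-cycle M-G1 genes against the paper's 63, 63 PAU genes against the paper's 64 and 32 calcium calmodulin genes against the paper's 33, and those modules were not tested.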

Table S1 List of gene modules
(0.18 MB PDF) Click here for additional data file.

Table S2 Correlations between growth and the modules average expression
(0.07 MB PDF) Click here for additional data file.

Table S3 Effect of medium limitations on the enrichment of positive and negative correlated genes with gene modules.
(0.09 MB PDF) Click here for additional data file.

Text S1 Supplementary Methods
(0.02 MB PDF) Click here for additional data file.

# Supplementary material for: Strategy of Transcription Regulation in the Budding Yeast
**Source:** PLoS One. 2007 Feb 28;2(2):e250. doi: 10.1371/journal.pone.0000250
**Supplement:** Figure S1 — Growth curves of adh1 and wild type cells (0.42 MB PDF)

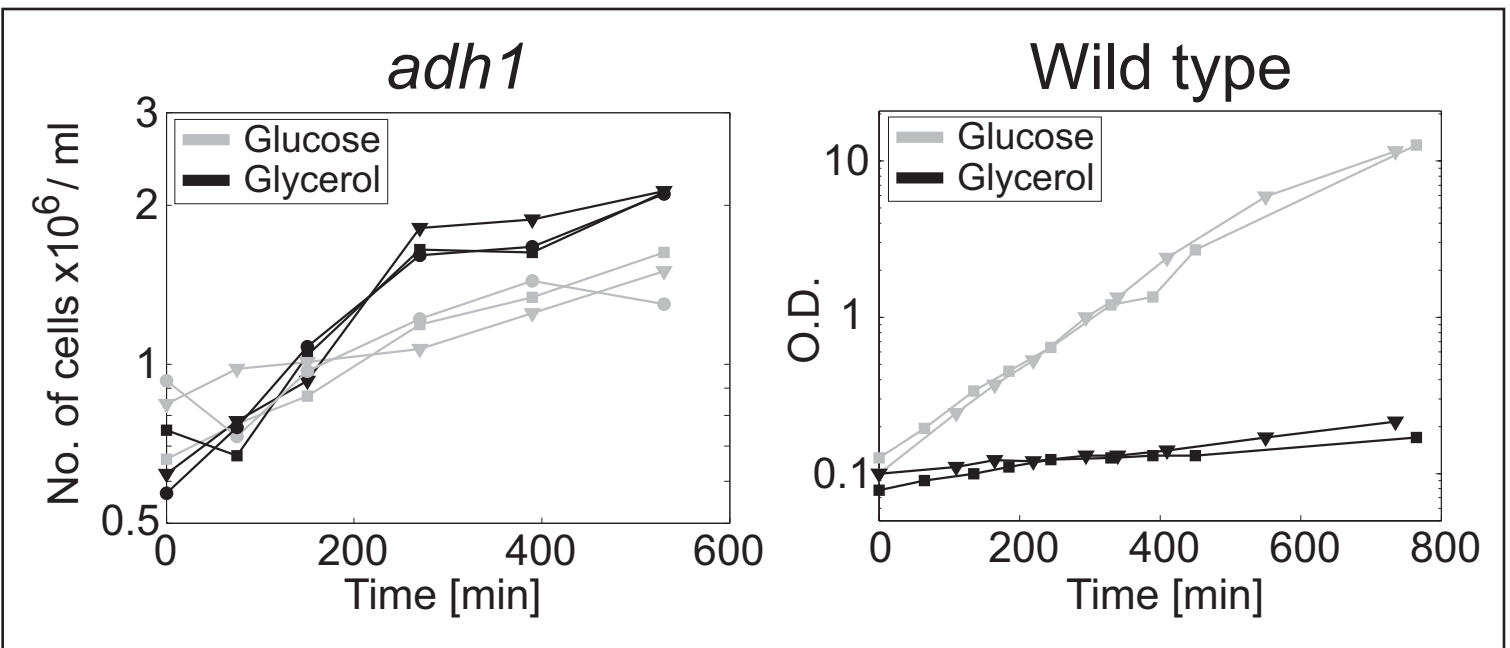

**Figure S1.** Growth curves of *adh1* mutants (a) and wild type cells (b). Overnight cell cultures were transferred to glucose (gray) and glycerol (black). Different markers are used to designate different cell cultures.

# Supplementary material for: Strategy of Transcription Regulation in the Budding Yeast
**Source:** PLoS One. 2007 Feb 28;2(2):e250. doi: 10.1371/journal.pone.0000250
**Supplement:** Table S1 — List of gene modules (0.18 MB PDF)

#### Iron transport genes

#### Phosphate + iron utilization genes

#### Calcium calmodulin genes

# Supplementary material for: Strategy of Transcription Regulation in the Budding Yeast
**Source:** PLoS One. 2007 Feb 28;2(2):e250. doi: 10.1371/journal.pone.0000250
**Supplement:** Table S2 — Correlations between growth and the modules average expression (0.07 MB PDF)

| Gene Group                       | No. of genes | Continuous culture |             | Compendium data |                           |
|----------------------------------|--------------|--------------------|-------------|-----------------|---------------------------|
|                                  |              | Correlation        | P-value     | Correlation     | P-value                   |
| Cell-cycle G2/M                  | 56           | 0.33               | 0.03        | <b>0.54</b>     | <b>2·10<sup>-16</sup></b> |
| Cell-cycle M/G1                  | 63           | 0.34               | 0.03        | 0.17            | 0.01                      |
| Cell-cycle G1                    | 280          | 0.09               | 0.32        | <b>0.58</b>     | <b>6·10<sup>-19</sup></b> |
| Histones                         | 43           | 0.11               | 0.28        | <b>0.50</b>     | <b>8·10<sup>-14</sup></b> |
| Ribosomal proteins               | 117          | 0.21               | 0.12        | <b>0.53</b>     | <b>2·10<sup>-15</sup></b> |
| Mitochondrial ribosomal proteins | 100          | 0.26               | 0.07        | -0.06           | 0.44                      |
| Phospholipids metabolism         | 22           | 0.30               | 0.05        | <b>0.45</b>     | <b>5·10<sup>-11</sup></b> |
| Oxidative phosphorylation        | 51           | 0.29               | 0.06        | -0.03           | 0.68                      |
| Cell wall                        | 24           | 0.11               | 0.27        | <b>0.43</b>     | <b>3·10<sup>-10</sup></b> |
| <b>Ribosomal biogenesis</b>      | <b>231</b>   | <b>0.09</b>        | <b>0.33</b> | <b>0.03</b>     | <b>0.67</b>               |
| PAU                              | 64           | -0.42              | 0.02        | <b>-0.49</b>    | <b>4·10<sup>-13</sup></b> |
| Calcium calmodulin               | 33           | -0.38              | 0.03        | <b>-0.37</b>    | <b>10<sup>-7</sup></b>    |
| Amino-acid biosynthesis          | 303          | 0.03               | 0.43        | <b>-0.41</b>    | <b>3·10<sup>-9</sup></b>  |
| Iron transport                   | 54           | -0.12              | 0.29        | <b>-0.47</b>    | <b>2·10<sup>-12</sup></b> |
| Phosphate + iron utilization     | 42           | 0.06               | 0.37        | <b>-0.29</b>    | <b>4·10<sup>-5</sup></b>  |
| TCA cycle                        | 10           | 0.15               | 0.21        | <b>-0.44</b>    | <b>10<sup>-10</sup></b>   |
| Ty retro-transposons             | 61           | 0.20               | 0.13        | <b>-0.39</b>    | <b>2·10<sup>-8</sup></b>  |
| Peroxide shock                   | 25           | -0.19              | 0.18        | <b>-0.45</b>    | <b>6·10<sup>-11</sup></b> |
| Stress                           | 255          | -0.16              | 0.23        | -0.19           | 8·10 <sup>-3</sup>        |
| Gluconeogenesis                  | 30           | 0.08               | 0.33        | <b>-0.31</b>    | <b>10<sup>-5</sup></b>    |

**Table S2.** Correlations between growth and the modules average expression. The table summarizes the analysis which spanned over hundreds of gene modules. For each gene group and experiment we calculated the correlation between the cells growth rate and the group average expression. Significant (P-value < 10<sup>-3</sup>) positive (blue) and negative (red) correlations were found only in the compendium data. Notably, in both experiments the correlation between growth rate and ribosomal biogenesis genes is very low.

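Table S2 sets growth rate against the average expression of each module. For the continuous cultures the growth rate comes from the measured optical density and the dilution rate. The paper computed a correlation per perturbation and averaged these. In the compendium the correlation runs over deletion mutants, whose growth rates came from another experiment. For the continuous cultures, an average near 0 can come from no relation in any perturbation or from relations of opposite sign that cancel. The module averages of the stress, ribosomal biogenesis and RP genes come from the 71 arrays after the onset, together with those before it, and the optical densities are not used here.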

# Supplementary material for: Strategy of Transcription Regulation in the Budding Yeast
**Source:** PLoS One. 2007 Feb 28;2(2):e250. doi: 10.1371/journal.pone.0000250
**Supplement:** Table S3 — Effect of medium limitations on the enrichment of positive and negative correlated genes with gene modules. (0.09 MB PDF)

| Gene group                       | No. of genes | Histidine depletion |                   | Glucose depletion |                    | Both           |                    |
|----------------------------------|--------------|---------------------|-------------------|-------------------|--------------------|----------------|--------------------|
|                                  |              | Enrichment [%]      | P-value           | Enrichment [%]    | P-value            | Enrichment [%] | P-value            |
| Cell-cycle G2-M                  | 56           | 14                  | $6 \cdot 10^{-3}$ | 13                | 0.02               | <b>25</b>      | $4 \cdot 10^{-7}$  |
| Cell-cycle M-G1                  | 63           | <b>40</b>           | $< 10^{-15}$      | <b>17</b>         | $2 \cdot 10^{-4}$  | <b>37</b>      | $< 10^{-15}$       |
| Cell-cycle G1                    | 280          | 7                   | 0.11              | 3                 | 0.97               | 5              | 0.65               |
| Histones                         | 43           | 16                  | $5 \cdot 10^{-3}$ | 2                 | 0.89               | 12             | 0.06               |
| Ribosomal proteins               | 117          | 1                   | 1.00              | 1                 | 1.00               | 1              | 1.00               |
| Mitochondrial ribosomal proteins | 100          | 9                   | 0.06              | <b>30</b>         | $8 \cdot 10^{-13}$ | <b>26</b>      | $2 \cdot 10^{-12}$ |
| Phospholipids metabolism         | 22           | 0                   | 1                 | <b>27</b>         | $6 \cdot 10^{-4}$  | 23             | $4 \cdot 10^{-3}$  |
| Oxidative phosphorylation        | 51           | 12                  | 0.04              | <b>25</b>         | $8 \cdot 10^{-7}$  | <b>29</b>      | $10^{-8}$          |
| Cell wall                        | 24           | <b>25</b>           | $9 \cdot 10^{-4}$ | 0                 | 1                  | 4              | 0.71               |
| <b>Ribosomal biogenesis</b>      | <b>231</b>   | <b>6</b>            | <b>0.26</b>       | <b>1</b>          | <b>1.00</b>        | <b>0</b>       | <b>1.00</b>        |
| PAU                              | 64           | <b>22</b>           | $2 \cdot 10^{-6}$ | <b>23</b>         | $4 \cdot 10^{-7}$  | <b>19</b>      | $6 \cdot 10^{-5}$  |
| Calcium calmodulin               | 33           | <b>30</b>           | $3 \cdot 10^{-6}$ | 18                | $5 \cdot 10^{-3}$  | <b>30</b>      | $3 \cdot 10^{-6}$  |
| Amino-acid biosynthesis          | 303          | 6                   | 0.34              | 8                 | 0.03               | 5              | 0.66               |
| Iron transport                   | 54           | 9                   | 0.13              | 6                 | 0.51               | 0              | 1                  |
| Phosphate + iron utilization     | 42           | 12                  | 0.06              | 12                | 0.06               | 0              | 1                  |
| TCA cycle                        | 10           | 10                  | 0.40              | 30                | 0.01               | 10             | 0.40               |
| Ty retro-transposons             | 61           | 10                  | 0.08              | 3                 | 0.82               | 5              | 0.59               |
| Peroxide shock                   | 25           | 4                   | 0.72              | 20                | $7 \cdot 10^{-3}$  | 20             | $7 \cdot 10^{-3}$  |
| Stress                           | 255          | <b>14</b>           | $9 \cdot 10^{-9}$ | <b>11</b>         | $2 \cdot 10^{-4}$  | 4              | 0.90               |
| Gluconeogenesis                  | 30           | 0                   | 1                 | <b>27</b>         | $8 \cdot 10^{-5}$  | 10             | 0.19               |

**Table S3.** Effect of medium limitations on the enrichment of positive and negative correlated genes with previously defined gene modules. For each gene group and experiment we calculated the enrichment with the positive (blue) and negative (red) correlated genes. Notably, most of the observed scores are specific to a particular experimental condition (histidine-limited vs. glucose-limited chemostat). Note that none of the gene modules were enriched with both positive and negative correlated genes in the same experiment, and only the highest score is displayed. Less significant enrichments are shown in black (P-value  $> 10^{-3}$ ).

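Table S3 starts from the growth correlation score of each gene, taken separately over the histidine-limited and the glucose-limited courses. The genes with the highest and the lowest scores form the positive and negative groups. The enrichment of a module is the percentage of its genes that fall in such a group. The P-value is the chance of at least such an enrichment under the hypergeometric distribution, given the size of the module, the number of correlated genes and the size of the pool of genes. The scores rest on growth rates and were not analysed here.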

# Supplementary material for: Strategy of Transcription Regulation in the Budding Yeast
**Source:** PLoS One. 2007 Feb 28;2(2):e250. doi: 10.1371/journal.pone.0000250
**Supplement:** Text S1 — Supplementary Methods (0.02 MB PDF)

## Supplementary Methods

### *RNA extraction, microarray hybridization, scanning and quantification*

Total RNA was extracted from sampled frozen cells samples using yeast RNA purification kit (Epicenter) and subjected to reverse-transcription reaction using M-MLV Reverse Transcriptase RNase H Minus (Promega). Arrays were purchased from the Microarray Centre, University Health Network, Ontario, where PCR products are printed.

For each hybridization, cDNA samples were labeled with Cy3 and Cy5 and combined with blockers: 5µg Herring sperm (Promega), 5µg tRNA (Gibco) and 17.5µg Poly A (Poly A oligos were synthesized with mixed length of 40, 50 and 60 Adenine residues). The labeled cDNAs were concentrated to 40µl using Microcon (Millipore) and 40µl of hybridization x2 solution (10x SSC, 50% formamide and 0.2% SDS) was added. Microarrays containing all yeast ORFs were pre-hybridized by incubating at 42°C for 45 minutes in a solution containing 1% BSA, 25% formamide, 5x SSC and 0.1% SDS. The slides were washed in sterile water and dried by centrifugation (3 minutes, 2000 rpm). The labeled samples were boiled for 5 minutes, centrifuged for 1 minute, hybridized on the slide and placed in a hybridization chamber (Corning) for overnight incubation at 42°C. The slides were then washed for 5 minutes at 42°C with a solution containing 2x SSC and 0.1% SDS. Additional wash was performed at room temperature with a solution containing 0.1x SSC and 0.1% SDS, followed by three additional washes at room temperature in 0.1x SSC solution.

Images were obtained either using ScanArray 4000 scanner (Packard BioScience) or Agilent's DNA microarray scanner. Image analysis was performed using QuantArray version 3 software (Perkin-Elmer Life Sciences, Boston, MA) or SpotReader (Niles Scientific). Note that microarrays during each experiment were analyzed with the same scanner and image analysis software.

### *Calculation of dynamic range*

The dynamic range of a gene indicates the extent for which the gene expression average level is affected by the environmental perturbations. The dynamic range ( $R$ ) of a gene in a given perturbation ( $i$ ) was defined as the difference between the average two highest expression levels ( $E_1, E_2$ ) and the average two lowest expression levels

( $E_{n-1}, E_n$ ):  $R_i = \left( \frac{E_1 + E_2}{2} \right) - \left( \frac{E_{n-1} + E_n}{2} \right)$ . The dynamic range of a gene was defined as

the average dynamic range over all perturbations:  $R = \sum_{i=1}^{10} R_i$ .

In order to reduce the noise in our correlation analysis we ignored genes with low dynamic range. Specifically, we set the threshold on 2/3 of the median genes dynamic range. Genes for which the dynamic range was lower than this threshold were ignored (~15% of the genes).

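The dynamic range was computed from the deposited chemostat log2 ratios as the mean of the 2 highest minus the mean of the 2 lowest values of a gene in a course, averaged over the 10 courses. Its median over 6132 genes was 0.68 on the log2 scale, which sets the threshold at 0.46. Below it lay 412 genes, or 6.72% (Wilson 95% interval 6.12 to 7.37%), which is a description of these genes and not a sample of others. Of the stress, ribosomal biogenesis and RP genes, 1 gene of each module lay below the threshold. Taking only the glucose-limited courses moved the share most, to 11.9%. With the histidine-limited courses alone it was 9.12%. Below the threshold of that setting lay 32 RP, 3 ribosomal biogenesis and 1 stress gene.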

How the deposited data were processed for this re-analysis (not part of the article)

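Expression was measured on 95 two-color cDNA arrays of budding yeast, 5 of log-phase cultures, 7 of *adh1* cells after transfer to glycerol or fresh glucose and 83 of chemostat cultures in 10 courses. The authors deposited one normalized log2 ratio of Cy5 over Cy3 per ORF and array for 6132 ORFs, and the labels of both channels give the direction. The intensities are not analysed here, so signal over background is unknown and the number of arrays limits the precision. The deposited log2 values were used without further normalization. Of the ORF names, 5622 were given a gene symbol through the reference annotation, and 15 contain a lower-case letter. Missing values numbered 460 to 1061 per log-phase array, 119 to 213 per transfer array and 0 per chemostat array. Exact zeros, of which the transfer arrays hold 102 to 138 each, were kept as values. No pair of arrays shared more than 10 equal non-zero values.

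Genes were tested with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment at a threshold of 0.05. The log-phase model held a mean for each strain and their difference. The chemostat models took 1 value per course, which was the first array after the onset minus the steady state of the course, or the steady state over the batch reference. The courses of DTT, NaCl and heat shock, which both limitations share, were compared between limitations with the stress as a block. Module means over the stress, ribosomal biogenesis and RP genes of Table S1 were tested over courses by exact two-sided sign-flip permutation, or between limitations by exact permutation of the courses, with Benjamini-Hochberg adjustment over the 3 modules. On the log-phase arrays the modules were tested with limma's camera and fry. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9. The random seed was 7.

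The named genes are those with the 3 largest increases and the 3 largest decreases among genes past the threshold with the same sign on every array or in every course of the comparison, and *ADH1*, which the paper names. Tested on simulated data with 200 changed genes, the fits recovered between 71.5 and 99.5% of them, with 2.93 to 8.29% of the calls false. The recovered share was 71.5% in the comparison of limitations and 89.5% or more in the other 6. In the data the fits called from 0 to 3045 genes. These shares therefore describe the simulated setting and need not hold for the data.

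Alternatives covered centering each array on its median, the median over genes in place of the mean, leaving out genes in more than 1 module, other baselines, limits on missing values, robust moderation, other forms of the model and of the set test, a block for the replicate number, each array or course left out in turn, and other definitions of the dynamic range. Where an arm was left with 1 array, limma's pooled estimate assumes that this array varies like those of the other strain. The comparisons with their tests, the rule for named genes and all alternatives except exact zeros as missing values and those for the addition of the limiting nutrient were chosen before the data were examined. The tests of technical explanations were chosen later, some of them only after the result was seen. Growth rates, optical densities and the scores computed from them are not analysed here.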

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

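The tests of the number of decimals and of the reference cultures, both on the steady states, were chosen only after the result was seen.

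Among 9 groups of courses examined for a sample far from the others, 2 held one, and chance flags about 1 in 20 groups. At the first time point of the 7 stress courses, the RP genes of glucose-limited NaCl changed by -2.01, with the next course at -0.79. The stress and ribosomal biogenesis means of this array, 1.34 and -1.26, were not far from the other courses. In the steady state, the stress mean of histidine-limited NaCl was -0.16, against -0.08 to -0.07 in the other 3 histidine-limited courses. Its 2 arrays gave -0.21 and -0.11. They are the pair with the largest difference between repeat arrays, 0.10, so that difference cannot judge the gap independently. The stress means of the repeat arrays were -0.08 and -0.08 before heat shock, and -0.08 and -0.07 before clotrimazole. No technical explanation was tested for either value. The NaCl dose, 0.4 M in the glucose-limited and 0.31 M in the histidine-limited culture, stays open for the former as an untested biological explanation.

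The response to glycerol differed between *adh1* and wild type in log phase. limma with Benjamini-Hochberg adjustment called 1237 of 4827 genes for the difference, 667 higher and 570 lower in the mutant. Without *adh1* replicate 1 it called 628 genes, and without *adh1* replicate 2 it called 626. The largest differences were those of *ADH2* (YMR303C, 5.31, standard error 0.23), *ADH1* (4.97, standard error 0.22), whose ORF rose with *ADH2*, and *DIC1* (YLR348C, 3.40, standard error 0.13) upward, and of *PDC6* (YGR087C, -5.04, standard error 0.23), the alpha-cell gene *SAG1* (-4.97, standard error 0.17) and *PDC1* (YLR044C, -4.62, standard error 0.18) downward, with adjusted p from limma of up to 6.08e-05. All 6 calls held in the 9 alternatives run. The module means differed by -0.46 for stress, 0.22 for ribosomal biogenesis and 0.69 for RP genes. The adjusted p from limma's camera were 2.12e-09, 1.88e-05 and 1.02e-22. For ribosomal biogenesis the wild-type arrays lay at -0.47 and -0.85, the former within the -0.49 to -0.35 of the *adh1* arrays. For stress and RP genes the calls held under fry, with adjusted p of 0.00633 and 0.00435. For ribosomal biogenesis the call was lost under fry (adjusted p = 0.206) and without wild-type replicate 2 (camera adjusted p = 0.297), and with an estimated correlation none of the 3 calls held. Of the RP genes, 76 of 115 were higher and 0 lower in the mutant (96 and 0 adjusted over the list alone, and 97 and 0 at an unadjusted limma p under 0.05). Of the stress genes, 75 of 226 were lower and 10 higher (86 and 12 adjusted over the list alone). Of the 212 ribosomal biogenesis genes, 31 were higher and 4 lower (18 and 2 adjusted over the list alone). Ratios compressed over the whole mutant arrays would lower the spread of other genes by about the factor of the RP means, which is 0.444, while the SD over genes outside the 3 modules in the mutant was 1.04 times that in wild type. The deletion itself, with the altered growth on the 2 carbon sources, stays open as an untested biological explanation.

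The steady states differed between limitations. The ribosomal biogenesis mean over the batch reference was higher by 0.51 in the histidine-limited than in the glucose-limited courses, and the RP mean differed by -0.25 (exact two-sided permutation p = 0.00794 each, the smallest that 5 against 4 courses allow, adjusted 0.0119). Each course of one limitation lay beyond each course of the other. The stress mean differed by 0.10 (exact permutation p = 0.103). The histidine-limited NaCl arrays were deposited with as many decimals as the glucose-limited arrays, unlike the other histidine-limited ones. If a processing batch marked by the decimals made the difference, their ribosomal biogenesis mean would lie with the glucose-limited courses, but it was 0.70, against up to 0.19 there. Each limitation has its own batch reference, so the difference of 0.51 between the steady states and a difference between the reference cultures cannot be told apart. The strain, which by the paper also differs between limitations, and the limiting nutrient stay open and were not tested.

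The paper does not report the transfer arrays after 0.5 h. In glycerol, the means of the stress, ribosomal biogenesis and RP genes were 1.02, -0.27 and -0.71 at 1 h, each outside the range of 10000 random lists. The stress mean was 0.73 at 2 h and 0.42 at 4 h, and the ribosomal biogenesis mean -0.18 at 4 h, also outside that range. The ribosomal biogenesis and RP means at 2 h, -0.10 and 0.20, and the RP mean at 4 h, -0.10, were within it but toward its ends, with 2.09, 99.2 and 1.09% of the lists below them. In fresh glucose the means were -0.60, 0.35 and 1.47 at 2 h, and the RP mean was 0.91 at 4 h, all outside it. At 4 h the stress mean was 0.01, with 1611 of 10000 lists below it, and the ribosomal biogenesis mean -0.10, near the lower end with 2 lists below it. No time point has a replicate. Ratios compressed over the whole array at 4 h would lower the other genes as much as the modules. From 0.5 to 4 h in glycerol the stress, ribosomal biogenesis and RP means fell to 0.324, 0.351 and 0.0748 of their size, but the SD over genes outside the modules was still 0.811 times as large. The time since transfer stays open as a biological explanation, which single arrays cannot test.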

How the results depend on the processing

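The settings that take exact zeros as missing values, and those for the addition of the limiting nutrient, were chosen only after the data were seen.

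Over 117 results and 870 alternatives, 759 values kept their direction and their side of the threshold or stayed within their spread, 54 were no longer past the threshold, 55 moved by more than their spread and 2 values beyond their spread changed sign. The latter, both under the ratio against the batch reference, were the RP mean of glucose-limited DTT at 8.63 h, from -0.08 to 0.25, and the stress mean after histidine addition, from 0.06 to -0.018. In size, -0.08 and 0.06 exceed the SD over the steady-state arrays of their limitation, 0.01 and 0.05. Both lie within the largest difference of a module mean between repeat steady-state arrays, 0.10. That difference is of stress genes in a histidine-limited culture, and no glucose-limited culture has a repeat. It therefore cannot judge the RP value of glucose-limited DTT. The RP means of the 5 glucose-limited steady-state arrays spanned 0.036. Of 38 pairs of gene and comparison, 7 lost a call in at least 1 alternative. For the counts of genes changed on glycerol, no alternative moved the count beyond 1.5 times, with 2202 to 3237 genes in *adh1* and 2302 to 3091 in wild type. Limits on missing values have no effect on chemostat results by construction, since those arrays have no missing values.

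With arrays left out in turn, the number of genes that limma called for *adh1* minus wild type ran from 626 (without *adh1* replicate 2) to 1120, and was 628 without *adh1* replicate 1. With courses left out, the number at the first time point of the stress courses ran from 0 to 1228. It was 0 without glucose-limited heat shock, histidine-limited DTT, histidine-limited heat shock or histidine-limited NaCl (1590 to 1720 genes at an unadjusted limma p under 0.05), and 508 without glucose-limited NaCl. The steady-state counts ran from 798 (without DTT) to 1250 in the glucose limitation and from 1166 (without histidine addition; 1439 without clotrimazole) to 2090 in the histidine limitation. Since the count rose without glucose-limited DTT or H2O2 (1010), fewer courses alone do not account for the counts of 0, and the cause was not tested. The stress mean at the first time point ran from 0.83 to 1.14. With 6 courses the exact permutation p was 0.0625 at means of 0.96, 0.92, 1.09, 0.99, 0.92 and 0.83 (without glucose-limited heat shock, NaCl or H2O2, or histidine-limited DTT, heat shock or NaCl). Each of these sets keeps glucose-limited DTT, whose value lies below 0, and 0.0625 is then the smallest p possible. These losses were therefore fixed in advance. The camera adjusted p of ribosomal biogenesis for *adh1* minus wild type ran from 3.86e-13 to 0.297, the latter without wild-type replicate 2.

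A block for the replicate number gave 796 genes for *adh1* minus wild type. Deviations of same-numbered arrays of the strains correlated at 0.03 across genes, so the numbers do not pair arrays, and the block costs degrees of freedom by construction. With it, camera's 3 calls for the difference held, with adjusted p of up to 0.000362, while fry gave 0.0767 for stress, 0.0767 for RP and 0.515 for ribosomal biogenesis genes.

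With the correlation estimated, camera's adjusted p for stress, ribosomal biogenesis and RP genes were 0.0903, 0.337 and 0.0961 in wild type, 0.0951, 0.377 and 0.232 in *adh1*, and 0.0961, 0.503 and 0.0961 for the difference. A higher correlation than the preset one widens the test by construction, but it does not account for all of the loss. Without *adh1* replicate 3, the correlation estimated for the stress genes was -0.0023, below the preset 0.01. The unadjusted camera p of the stress genes still rose, from 8.46e-25 to 0.00296 in wild type and from 1.79e-16 to 0.00462 in *adh1*. The cause of that rise was not tested. fry gave 0.206 for ribosomal biogenesis in the difference, and the cause was not tested.

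The ratio against the batch reference, which keeps the steady-state difference by construction, gave 135 genes for the stress courses and 97 for glucose- minus histidine-limited courses. It gave -0.44 and 0.25 for stress and RP genes of DTT at 8.63 h, -0.31 and 0.42 at 26.7 h, 0.64 and 0.34 for ribosomal biogenesis of heat shock at 5.25 and 6.33 h, and 0.012, 0.54 and 0.055 for stress, ribosomal biogenesis and RP genes of clotrimazole at 30.8 h. With the steady state of the limitation as the baseline, DTT ribosomal biogenesis and RP genes were at 0.21 and -0.061 at 8.63 h and at -0.036 and 0.11 at 26.7 h, and heat-shock ribosomal biogenesis genes at 0.56 and 0.26 at 5.25 and 6.33 h.

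The median over genes gave 1.01 and 0.64 for stress genes in log-phase wild type and *adh1*, 1.16 and -1.50 for stress and RP genes at 0.5 h in glycerol, -0.82 for stress genes at 0.5 h in glucose, and a range of 0.39 for late RP values in NaCl. The cause was not tested. The share of genes below the dynamic range threshold was 11.9% in glucose-limited courses, 9.12% in histidine-limited courses and 7.71% on arrays after the onset, and the cause was not tested. Signal over background is unknown for all arrays, so no limit from depth can be given.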

Differences from the paper's values

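All comparisons with the paper's values used settings chosen before the data were examined, apart from exact zeros as missing values, which was chosen after seeing the data.

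For the share of genes removed by the dynamic range filter, the paper's reported value is approximately 15%, against 6.72% of 6132 genes here (Wilson 95% interval 6.12 to 7.37%). Among the alternatives set before the data were examined, the share in glucose-limited courses alone, 11.9%, lies within 1.5 times the paper's value. The shares in histidine-limited courses alone (9.12%), on arrays after the onset (7.71%), with the single highest and lowest value (7.03%), with centered arrays (6.78%) and with genes that have a value on all chemostat arrays (6.72%) do not. Exact zeros as missing values, chosen after seeing the values, gave 6.36%. The paper's numbers of chemostat arrays and courses, 83 and 10, equal those in the files, and of 22 values read by eye from figures 0 differ.

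The paper states that the largest changes in module expression mostly fell on the first time point. Over all courses and the 3 modules, this held for 14 of 30 pairs of course and module. These pairs include histidine addition, whose largest changes were 0.14 for stress, -0.17 for ribosomal biogenesis and 0.03 for RP genes. The time of such small changes says little. For stress genes in glucose-limited DTT, a late fall of -0.47 at 14.25 h counts as the largest change. It held in 4 of 7 stress courses for each module, and in all 4 heat shock and NaCl courses for all 3 modules.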

Other observations

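The tests of wild-type arrays as the source of the *ADH1* values, of alpha cells alone, of random gene lists at 8.08 h and of the spread of repeat arrays at the end of the heat shock were chosen only after the result was seen.

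The *ADH1* ORF lay far above 0 on glycerol over glucose in the *adh1* deletion strain. Wild-type arrays under a mutant label would give values within those of the wild type, but the lowest mutant value was above the highest wild-type value by 4.47. A candidate explanation is hybridization of *ADH2* cDNA to the *ADH1* spot. On the *adh1* log-phase arrays the *ADH1* value minus the *ADH2* value was -0.14 on average. Against it, *ADH1* was the higher of the pair by 0.05 on 1 of these arrays, and by 0.80, 0.03, 1.1 and 1.09 at 0.5, 1, 2 and 4 h after transfer to glycerol. So this explanation is neither excluded nor shown, and another source of the *ADH1* signal was not tested.

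The alpha-specific genes *SAG1* and *MF(ALPHA)2* fell in the *adh1* mutant on glycerol, and all 5 alpha-specific genes examined did so, with a mean of -4.10. Over the 3 of them that have a wild-type value, the mean was -4.52 in the mutant and -0.07 in wild type. After transfer to glycerol their mean was -0.33, -0.83, -0.93 and -2.48 at 0.5, 1, 2 and 4 h, and after transfer to glucose it was 0.39, 0.46 and 0.46 at 0.5, 2 and 4 h. Alpha cells in the glucose cultures alone would raise the a-specific genes on glycerol, by little if their share was small. The highest mean of the 7 a-specific genes in the mutant was -0.27, and since these genes also fell in wild type, this does not exclude such cells. A strain of the BY4742 type on glucose against one of the BY4741 type on glycerol would lower *MET17* and raise *LYS2* by several log2 units, but their means were 0.10 and -0.16. In cultures of alpha cells alone the a-specific genes would have ratios near 0, but their mean was -1.35 in the mutant, below 0 for 7 of 7 genes, and -1.04 in wild type, for 6 of 7. A mixture of mating types in the mutant culture and a change in mating-type regulation stay open. The test of alpha cells in the glucose cultures could not decide on a mixture, and a change in regulation was not tested.

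In glucose-limited DTT, the stress and ribosomal biogenesis means at 0.33 h were close to 0 (-0.02 and -0.03), while the RP mean was -0.17. If that array held the culture before DTT, the 50 genes with the largest early increase in histidine-limited DTT over the other histidine-limited stresses would not stand out. Their mean change was 0.51, with 39 of 50 above 0, against -0.24 to 0.20 over 10000 random lists. A slower response of these modules in this culture stays open and was not tested.

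After glucose addition, the stress, ribosomal biogenesis and RP means were 0.80, -0.27 and -0.44 at 8.08 h and -0.62, 0.41 and 0.24 at 9.8 h. An array from the heat shock course would hold exact zeros at nearly all of the 41 genes that are 0 on every array of that course, as each of its own arrays does when left out (at least 85.4%). The 8.08 h array held 30 of 41, fewer than that but more than the 16 to 23 on the other arrays of its course. It held 41 exact zeros in all, within the 29 to 43 of its course and below the 90 to 149 of the heat shock course. On the 8.08 h array and every other array of its course, 11 genes were at 0. Histidine-limited arrays held 1 or 2 of these at 0, which argues against an array from a histidine-limited course. Glucose-limited NaCl arrays held 4 to 10 of them, H2O2 6 to 10, DTT 9 to 11 and heat shock 10 or 11. Zeros in all were 14 to 50 in NaCl, 50 to 142 in H2O2 and 103 to 264 in DTT. What the zeros stand for is not known. An array from another glucose-limited course and a change in this culture therefore cannot be told apart. Noise that is independent between genes would leave each module mean within those of random lists of as many genes. On this array, 10000 such lists gave -0.06 to 0.18 for stress, -0.09 to 0.26 for ribosomal biogenesis and -0.16 to 0.25 for RP, so such noise does not account for the 3 means. Over genes outside the modules (which are not independent) the 8.08 h array correlated with the 5.08 h array at 0.532 and with the 9.8 h array at 0.196, below the 0.634 to 0.852 of the other neighboring pairs. The SD of each module's genes was within the range of other arrays. What lowered the correlations and the time after the addition both stay open, and neither was tested.

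Ribosomal biogenesis genes rose between the last array in the heat shock and the first after it, by 0.29 in the glucose-limited and by 0.49 in the histidine-limited course. Both exceed the largest difference of a module mean between repeat steady-state arrays, 0.10, so that spread alone does not account for them. The return to the lower temperature stays open as a biological explanation, with 1 course per limitation.

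Between glucose- and histidine-limited courses of DTT, NaCl and heat shock, limma called 0 of 6132 genes at the first time point, with 526 at an unadjusted p under 0.05. The ratio against the batch reference gave 97. Since the count is 0, all 10 splits of the courses into 3 against 3 reach it by definition, so they test nothing. At an unadjusted p under 0.05, 3 of the 10, the real one included, gave at least as many genes as the real one. Of the 4 splits that keep the pairing by stress, only the real one did. With so few splits, chance cannot be excluded. For the 910 genes of the stress courses, 1 of 64 choices of signs, the real one, gave as many, and the highest other gave 716, so chance signs are excluded at this level.

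The RP mean minus the ribosomal biogenesis mean was 0.19 ± 0.54 (SD, n = 7 courses) at the first time point, above 0 in 5 of 7 courses (exact permutation p = 0.359), and -0.46 ± 0.48 at the second, above 0 in 2 of 7 (exact permutation p = 0.0625).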
